# LINC00673 is activated by YY1 and promotes the proliferation of breast cancer cells via the miR-515-5p/MARK4/Hippo signaling pathway

**DOI:** 10.1186/s13046-019-1421-7

**Published:** 2019-10-17

**Authors:** Kun Qiao, Shipeng Ning, Lin Wan, Hao Wu, Qin Wang, Xingda Zhang, Shouping Xu, Da Pang

**Keywords:** YY1, LINC00673, miR-515-5p, MARK4, Hippo signaling pathway, Cell proliferation, Breast cancer

## Abstract

**Background:**

An increasing number of studies have shown that long noncoding RNAs (lncRNAs) play essential roles in tumor initiation and progression. LncRNAs act as tumor promoters or suppressors by targeting specific genes via epigenetic modifications and competing endogenous RNA (ceRNA) mechanisms. In this study, we explored the function and detailed mechanisms of long intergenic nonprotein coding RNA 673 (LINC00673) in breast cancer progression.

**Methods:**

Quantitative real-time PCR (qRT-PCR) was used to examine the expression of LINC00673 in breast cancer tissues and in adjacent normal tissues. Gain-of-function and loss-of function experiments were conducted to investigate the biological functions of LINC00673 in vitro and in vivo. We also explored the potential role of LINC00673 as a therapeutic target using antisense oligonucleotide (ASO) in vivo*.* RNA sequencing (RNA-seq), dual-luciferase reporter assays, chromatin immunoprecipitation (ChIP) assay, and rescue experiments were performed to uncover the detailed mechanism of LINC00673 in promoting breast cancer progression.

**Results:**

In the present study, LINC00673 displayed a trend of remarkably increased expression in breast cancer tissues and was associated with poor prognosis in breast cancer patients. Importantly, LINC00673 depletion inhibited breast cancer cell proliferation by inhibiting the cell cycle and increasing apoptosis. Furthermore, ASO therapy targeting LINC00673 substantially suppressed breast cancer cell proliferation in vivo. Mechanistically, LINC00673 was found to act as a ceRNA by sponging miR-515-5p to regulate MARK4 expression, thus inhibiting the Hippo signaling pathway. Finally, ChIP assay showed that the transcription factor Yin Yang 1 (YY1) could bind to the LINC00673 promoter and increase its transcription *in cis.*

**Conclusions:**

YY1-activated LINC00673 may exert an oncogenic function by acting as a sponge for miR-515-5p to upregulate the MARK4 and then inhibit Hippo signaling pathway, and may serve as a potential therapeutic target.

## Background

Breast cancer is the most commonly diagnosed cancer and the leading cause of cancer death among women [1]. Despite marked improvements in diagnosis and treatment, breast cancer remains a dangerous disease among women globally [2]. Early detection is still of the utmost importance in reducing breast cancer mortality but is hampered by a lack of effective diagnostic biomarkers. Thus, it is necessary to elucidate the molecular mechanisms of breast cancer to improve its diagnosis and to provide tailored molecularly stratified therapy.

Long noncoding RNAs (lncRNAs) are defined as transcripts longer than 200 nucleotides that lack an extended open reading frame and thus do not code for proteins [3–5]. LncRNA expression is usually tissue-restricted and developmentally regulated and can change under specific pathological conditions. Indeed, several lncRNAs have been shown to influence behaviors in human cancers, such as uncontrolled proliferation, as well as metastasis formation, and it has been suggested that lncRNAs can act as oncogenes or tumor suppressors by interfering with different signaling pathways [6, 7]. Mechanistically, lncRNAs may influence the function of transcriptional complexes, modulate chromatin structures by serving as scaffolds between proteins, or act as microRNA sponges [4, 8]. Long intergenic nonprotein coding RNA 673 (LINC00673) was first annotated as a long intergenic noncoding RNA (lincRNA) on chromosome 17q24.3 [9]. Recent studies have reported that LINC00673 is a potential tumor suppressor whose germline variation is associated with pancreatic cancer risk [10]. Conversely, LINC00673 was identified to play a role in tumorigenesis in a variety of malignancies [11–15]. A rapidly growing number of studies have suggested that cytoplasmic lncRNAs are essential mediators of intracellular signaling pathways and are involved in regulating mRNA stabilization and transport as well as microRNA sponging [16–18]. Although LINC00673 has been implicated in the regulation of breast cancer cell metastasis via the modulation of epithelial-mesenchymal transition (EMT) in breast cancer [19], it remains to be seen whether LINC00673 acts as a competing endogenous RNA (ceRNA) to promote cell proliferation in breast cancer.

The Hippo signaling pathway, a critical pathway in tumorigenesis, is evolutionarily conserved and has multiple biological functions in development, homeostasis, and the regeneration of tissues and organs [20]. The dysregulation of the Hippo signaling pathway occurs in many human tumors, including glioma, colorectal cancer, and breast cancer [21]. The major effectors of this pathway are the related transcriptional coactivators, Yes-associated protein 1 (YAP) and Transcriptional coactivator with PDZ-binding motif (TAZ), which, in association with various transcription factors such as transcriptional enhanced associate domains (TEADs), induce a growth-promoting gene expression program to regulate cell proliferation, apoptosis, and differentiation [22–24].

Antisense oligonucleotides (ASOs) are short, single-stranded, synthetic analogues of natural nucleic acids designed to specifically bind to a target messenger RNA (mRNA) in a sequence-specific manner through the Watson–Crick base-pair interactions [25]. They were first discovered to influence RNA processing and modulate protein expression over two decades ago [26–28]. Furthermore, ASOs can be designed to target genes associated with disease pathogenesis, including cancer,especially those that are not amenable to small-molecule or antibody inhibition [29–31]. With the rapid development of improved next-generation ASOs toward clinical application, a large amount of work is currently being carried out to develop chemical modifications and vehicles that will improve ASOs delivery and target engagement.

In the current study, we showed that LINC00673 was upregulated in breast cancer tissues compared with adjacent normal tissues and that elevated LINC00673 levels were associated with poor prognosis in breast cancer patients. Moreover, the knockdown of LINC00673 significantly inhibited breast cancer cell proliferation in vitro and in vivo. Furthermore, our study verified that antisense oligonucleotide therapy targeting LINC00673 substantially suppressed breast cancer progression in vivo. Mechanistically, LINC00673 promotes tumor proliferation by sponging miR-515-5p to regulate MARK4 and then inhibits the Hippo signaling pathway. Finally, we determined that the transcription factor Yin Yang 1 (YY1) could activate LINC00673 transcription in breast cancer cells. In conclusion, our study provides new information for breast cancer therapy, and LINC00673 may be a potential therapeutic target in breast cancer.

## Methods

### Patients and specimens

Breast cancer specimens and adjacent noncancerous tissues were obtained from Harbin Medical University Cancer Hospital, and patients with a histological diagnosis of breast cancer who had received neither chemotherapy nor radiotherapy before surgical resection were recruited for the present study between 2010 and 2014. This study conformed to clinical research guidelines and was approved by the research ethics committee of Harbin Medical University Cancer Hospital. We obtained written informed consent from all patients.

### Cell culture and treatments

Normal mammary cells (MCF-10A), breast cancer cell lines (MDA-MB-231, MDA-MB-453, MDA-MB-468, Hs-578 T, MCF-7, T-47D and BT-549) and the 293 T cell line were obtained from the Chinese Academy of Sciences Cell Bank and Cellbio (China) and were cultured according to the suppliers’ instructions.

### RNA isolation and quantitative real-time PCR (qRT-PCR)

Total RNA was extracted using Trizol Reagent (Invitrogen, CA, USA) according to the manufacturer’s instructions. First-strand complementary DNA (cDNA) was prepared with a Transcriptor First Strand cDNA Synthesis Kit (Cat# 04897030001, Roche, USA). Real-time PCR was performed using FastStart Universal SYBR Green Master (ROX) (Cat#04913914001, Roche) on a 7500 Fast Real-Time PCR system (ABI, USA). For the quantification of gene expression, we used the 2^-ΔΔCt^ method. GAPDH or U6 expression was used for normalization. The primer sequences were synthesized by Genepharma (Shanghai, China). All the primer sequences are available in Additional file 3: Table S1.

### Subcellular fractionation

Nuclear/cytoplasmic fractionation was performed by using NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (Cat#78835, Thermo Fisher) according to the manufacturer’s protocols. U1 was used as a nuclear control, while GAPDH was used a cytoplasmic control.

### Antisense oligonucleotide (ASO) and cell transfection

ASO was designed and synthesized by Integrated DNA Technologies (Cat#257249069, USA). To determine the in vitro ASO interference efficiency, cells were seeded in six-well plates and transfected with 1.4 μg of the ASO premixed with 5.6 μl of DOTAP Liposomal Transfection Reagent (Cat#11202375001, Roche, USA). For the in vitro ASO proliferation assay, cells were seeded in 96-well plates and transfected with 5 μM of the ASO premixed with 1.0 μl DOTAP Liposomal Transfection Reagent. A total concentration of 0 μM of the ASO was used as the control. Lentiviruses expressing YY1, LINC00673 and sh-LINC00673 and controls were constructed by Genechem (Shanghai, China). Concentrated viruses were used to infect 5 × 10^5^ cells in a 6-well plate with 4–6 μg/ml Polybrene. The infected cells were then subjected to selection with 1 μg/ml puromycin (Cat#540411, Calbiochem, USA) for 1 weeks. Stable overexpression cell lines or knockdown cell lines were identified using qRT-PCR or western blotting. Small interfering RNA (siRNA) duplex oligonucleotides targeting human MARK4 and LINC00673 and controls were synthesized by Genepharma (Shanghai, China). The miR-515-5p mimic and inhibitor were purchased from Ribobio (Guangzhou, China). Cell transfections were performed using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. At 48 h post transfection, cells were harvested for qRT-PCR or western blot analyses. 

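The siRNA target sequences were matched to the GENCODE v29 transcripts of GRCh38, with no mismatch allowed. The target of si-LINC00673-1, GGTGGAATCAGAGGTTTCT, was found in transcripts of the long noncoding RNA gene LINC00511 on the reverse strand of chromosome 17, where it crosses an exon junction. In 38 of these transcripts the junction lies between positions 72428281 and 72431128, and in the others the match starts at the same position and ends in another exon. The target of si-LINC00673-2, AGACCCTGTCTCAAATAATAA, lay within an exon of 33 transcripts of the same gene, from 72404374 to 72404394. GENCODE v29 lists these transcripts under LINC00511, while the RefSeq gene list used here for gene names (GRCh38.p14) has both LINC00511 and LINC00673 between SOX9 and SLC39A11. The target of si-LINC00673-2 also matched 1 transcript of AC093525.9 on chromosome 16, from 2576479 to 2576499, over all 21 bases, and LSM3 shared 20 contiguous bases with it. A stretch of at least 14 contiguous bases of the si-LINC00673-1 target was found in 5 genes, LINC00511 included, and a stretch of that length of the si-LINC00673-2 target in 512 genes.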

The ASO, shRNA and siRNA sequences are listed in Additional file 3: Table S1.

### Cell proliferation assays

The CCK-8 assay and the colony formation assay were performed to test cell proliferation. Briefly, for the CCK-8 assay, 1 × 10^3^ cells were cultured in a 96-well plate at 37 °C. After 10 μl CCK-8 solution was added to each well, plates were incubated at 37 °C for 1 h. The cell proliferation curves were plotted by measuring the 450 nm absorbance at each indicated time point. Experiments were performed in triplicate. For the colony formation assay, cells were exposed to the indicated treatments, were seeded in 6-well plates and were cultured for 2 weeks. Cell colonies were washed with phosphate-buffered saline (PBS), fixed with 4% paraformaldehyde, stained with 0.1% crystal violet and imaged using an optical microscope.

### TUNEL assay and flow cytometry

To detect apoptosis in sections of tumor tissues, a TUNEL assay was performed according to the manufacturer’s instructions (Cat#11684795910, Roche), as previously described [32]. Apoptosis was further examined using a FITC Annexin V Apoptosis Detection Kit I (BD Biosciences). Briefly, cells were harvested and washed twice with ice-cold PBS and were stained with PE Annexin V and 7-AAD (BD Bioscience, San Jose, CA, USA) for 15 min at room temperature. For the analysis of the cell cycle, the transfected cells were stained and fixed in ice-cold 75% ethanol overnight at 4 °C. After fixation, the cells were washed and resuspended twice in PBS and were then incubated with propidium iodide (BD Bioscience) and RNase for 30 min at room temperature. The cells were then analyzed using a FACS Calibur flow cytometer (BD Biosciences, San Jose, CA, USA).

### Hematoxylin-eosin (H&E) staining

Organs were fixed in 4% paraformaldehyde at 4 °C overnight. Then, the tissues were embedded in paraffin and cut into 5-μm slices. Deparaffinized and rehydrated sections were stained with H&E. Then, the stained sections were observed under a microscope (Olympus, Tokyo, Japan).

### Western blotting and antibodies

Cells were lysed with RIPA extraction reagent (Beyotime) supplemented with a protease inhibitor cocktail (Roche). Proteins were separated by 6–15% SDS-PAGE, transferred to 0.22 mm polyvinylidene fluoride membranes (Millipore), and then incubated with antibodies. The bands on the blots were captured by using an Odyssey Infrared Imaging System (LI-COR Biosciences) and were quantified with Odyssey v1.2 software (LI-COR Biosciences). GAPDH and Tubulin were used as the internal controls. Antibodies against the following proteins were used: Bax (Cell Signaling Technology Cat#5023,1:1000), Bcl-2 (Cell Signaling Technology Cat#4223,1:1000), MARK4 (Cell Signaling Technology Cat#4834,1:1000), YY1 (Cell Signaling Technology Cat#46395,1:1000), phospho-YAP/TAZ sampler kit (Cell Signaling Technology Cat#52420), Cyclin D1 (Cell Signaling Technology Cat#2978,1:1000), GAPDH (Cell Signaling Technology Cat#5174,1:1000), and Tubulin (Santa Cruz Biotechnology Cat#sc-73,242,1:1000). Alexa Fluor® 800 goat anti-mouse (LI-COR Biosciences, Cat#926–32,210,1:10000) or anti-rabbit (LI-COR Biosciences, Cat#926–32,211,1:10000) was used as a secondary antibody. Protein bands were quantified using Odyssey v1.2 software (LI-COR Biosciences), and GAPDH and Tubulin were used as the internal controls.

### Animal experiments

The animal study protocol was approved by the Institutional Animal Care and Use Committee of Harbin Medical University Cancer Hospital and was performed in accordance with the Guide for the Care and Use of Beijing Vital River Laboratory Animal Technology Co, Ltd. (Beijing, China). Mouse xenograft models were established using 4-week-old BALB/c nude female mice. MDA-MB-231 cells labeled with luciferase (1 × 10^6^; stably expressing sh-LINC00673, or sh-NC) were harvested and resuspended in 0.9% normal saline and in 0.2 mL 25% phenol red-free Matrigel (Cat#356234, Corning). Then, cells were directly injected into the mammary fat pads of the mice. The tumor volume was calculated using the formula V = length × width × width/2. ASOs were delivered by intravenous tail injection at a dose of 50 mg/kg twice a week when the tumors reached approximately 100 mm^3^. The control mice received 0.9% normal saline. For bioluminescence imaging, tumor-bearing mice were injected with luciferin substrate (150 mg/kg) into the tail vein and were imaged on an In-Vivo Imaging System Fx Pro (BRUKER, Germany) 30 min after injection. The tumor weight was measured at the endpoint of the study. The eyeballs of the mice were extracted, and blood samples were collected for biochemical analysis using an FDC 500iVC automatic biochemical analyzer (FUJIFILM, Japan).

### Luciferase reporter assays

HEK293T cells were seeded at 5 × 10^4^ cells/well in 24-well plates and were cultured overnight. On the next day, the cells were cotransfected with pmirGLO-LINC00673-WT, pmirGLO-LINC00673-MUT, pmirGLO-MARK4–3’UTR-WT, pmirGLO-MARK4–3’UTR-MUT reporter plasmids (Genechem, Shanghai), NC mimics or miR-515-5p mimics. Twenty-four hours post transfection, cells were lysed using passive lysis buffer (Promega), and the luciferase activity was measured by a GloMax20/20 Luminometer (Promega) using the Dual-Luciferase Reporter Assay System (Promega) and was normalized to the renilla luciferase activity.

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed using a commercially available kit (Beyotime) according to the manufacturer’s protocol. Briefly, cells were cross-linked with 1% formaldehyde and were sonicated on ice to create 200–500 bp fragments. Stained chromatin was cultured overnight with an anti-YY1 antibody (Cat#46395, CST, USA,1:50) or IgG (sc-2027, Santa Cruz Technology) as an isotype control. The precipitated chromatin DNA was recovered and analyzed by qRT-PCR. 

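Primers of Table S1 were matched in full to the GENCODE v29 transcripts of GRCh38. The LINC00673 pair matched transcripts listed under LINC00511 on chromosome 17, at 72431188 to 72431211 and at 72428255 to 72428275. The reverse primer of MARK4 lay on chromosome 19 from 45278560 to 45278582, in 4 transcripts, while the forward primer had no full match. One primer of the YAP pair lay in 10 transcripts of YAP1 on chromosome 11, from 102227538 to 102227558, and the other crossed an exon junction between 102209553 and 102223630. The TAZ pair matched the gene with the symbol TAZ (tafazzin) on chromosome X, at 154413209 to 154413229 and across a junction between 154414188 and 154419560. Neither TAZ primer matched WWTR1, the gene on chromosome 3 that encodes the Hippo pathway protein TAZ.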

The primer sequences are shown in Additional file 3: Table S1.

### RNA sequencing (RNA-seq)

RNA preparation, library construction and sequencing were performed on the BGISEQ-500 platform at the Beijing Genomics Institute (BGI, Shenzhen, China). Statistical analysis was performed, and differentially expressed genes (DEGs) were selected that met the criteria of a fold change ≥ 1.3 and *P* ≤ 0.05. 

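In MDA-MB-453 cells, 3436 of the 12884 genes tested (26.7%) met these criteria with si-LINC00673-1 against the control siRNA (si-NC), 1432 of them higher and 2004 lower in the knockdown cells. With si-LINC00673-2, 4385 genes (34.0%) met them, 1411 higher and 2974 lower. The P values came from limma on log2(FPKM + 1), and the limit of 1.3 is 0.38 on the log2 scale. With a Benjamini-Hochberg adjusted P of at most 0.05 in place of the unadjusted P, the counts were 3413 and 4372. The fold change limit moved them most: a limit of 2 left 366 and 604 genes, and no limit gave 8724 and 9396. In 9022 genes (70.0%), the 3 si-LINC00673-1 libraries lay on 1 side of the 3 si-NC libraries, and 9409 genes (73.0%) were separated in this way with si-LINC00673-2, where chance gives 10%. The median log2 fold change of all tested genes was 0.0032 with si-LINC00673-1 and -0.095 with si-LINC00673-2. After the libraries were scaled by the median ratio of expressed genes, the second median was -0.0041, and the genes lower with si-LINC00673-2 made up 53.2% of its 4221 differentially expressed genes, compared with 67.8% before scaling. The fall was also larger among GC-rich genes, with a median log2 fold change of -0.30 and -0.35 in the fifth of genes with the highest GC content. After a correction for GC content, 2542 and 3386 of the 11380 genes with a GC value met the criteria, genes newly called included. The libraries carry the same 3 replicate labels in each group. With that label as a replicate block, 3449 and 4400 genes met the criteria, and the mean correlation between the deviations of same-labelled libraries from their group means was 0.018 for si-LINC00673-1 and si-NC and -0.098 for si-LINC00673-2 and si-NC.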

RNA-seq data were deposited in the Gene Expression Omnibus (Accession no. GSE133331, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133331).

### Bioinformatics analysis

The Cancer Genome Atlas (TCGA) (https://tcga-data.nci.nih.gov) and the MiTranscriptome (http://www.mitranscriptome.org) [33] breast cancer databases were used to compare the expression of LINC00673 in normal and breast cancer tissues by using R software. The LncBook (https://bigd.big.ac.cn/lncbook) [34] and TargetScan (http://www.targetscan.org/) [35] databases were used to examine putative miRNA interactions between LINC00673 and MARK4. The YY1 binding motif in the promoter region of LINC00673 was identified by JASPAR (http://jaspar.genereg.net/) [36] and TRANSFAC (http://gene-regulation.com/).

### Statistical analysis

Student’s t-tests were used for comparisons between experimental and control conditions, and one-way ANOVA was used for multiple group comparisons. The Chi-square test was used to assess correlations between LINC00673 expression and the clinicopathological features of breast cancer patients. The correlation between LINC00673 and MARK4 expression was analyzed using Spearman’s correlation test. The survival curves were constructed with the Kaplan-Meier method and were compared with the log-rank test. Statistical analysis was performed using GraphPad Prism 7. The results are expressed as the mean ± the standard deviation (SD) of at least three independent experiments. *P* < 0.05 was considered statistically significant.

## Results

### LINC00673 is upregulated in breast cancer tissues and cell lines

To investigate the expression of LINC00673 in breast cancer, the MiTranscriptome database was applied, and LINC00673 was expressed at higher levels in breast cancer samples than in normal breast tissues (Additional file 1: Figure S1a). This finding was further validated by TCGA breast cancer data showing that LINC00673 was upregulated in breast cancer tissues compared to normal tissues (Additional file 1: Figure S1b). To further validate this result, we investigated LINC00673 expression in 80 pairs of primary breast cancer tissues and their corresponding adjacent tissues. These results showed that LINC00673 expression was markedly increased in tumor tissues compared with normal tissues (Fig. 1a). When stratified by the median expression of LINC00673, patients with high LINC00673 expression had significantly shorter overall survival (OS) than those with low LINC00673 expression (Fig. 1b). In addition, we examined the correlation of LINC00673 expression with patients’ clinicopathological characteristics in breast cancer. LINC00673 expression was positively correlated with tumor size (*P* = 0.024), and Ki67 status (*P* = 0.019). However, no significant association was found between LINC00673 expression and age, lymph node metastasis (LNM), tumor-node-metastasis (TNM) stages, Her-2 status, or ER/PR status (Table 1). Next, we investigated the expression of LINC00673 in breast cancer cell lines, which included MDA-MB-231, MDA-MB-453, MDA-MB-468, Hs-578 T, MCF-7, T-47D, BT-549 and Normal mammary cells MCF-10A. These results showed that the expression of LINC00673 was significantly upregulated in the more aggressive MDA-MB-453, MDA-MB-468 and MDA-MB-231 cell lines compared with MCF-10A cells (Fig. 1c). Therefore, we hypothesize that high expression of LINC00673 may be involved in tumor cell proliferation and may be an oncogene in breast cancer.

**Fig. 1:**
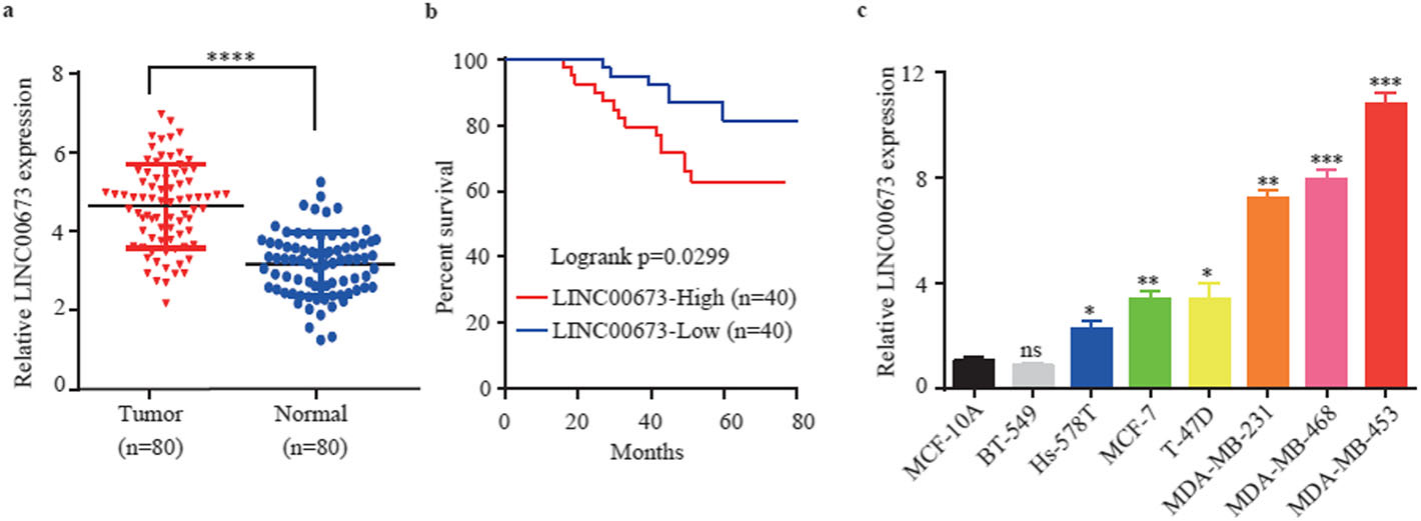
LINC00673 is upregulated in breast cancer tissues and cell lines. **a** LINC00673 expression was determined by qRT-PCR in 80 paired breast cancer tissues and adjacent normal tissues. **b** Kaplan-Meier OS curves are illustrated based on the LINC00673 level. The median expression level was used as the cutoff. **c** Expression of LINC00673 was verified by qRT-PCR in breast cancer cell lines and normal cell lines. The data are presented as the mean ± the SD of three independent experiments. *P < 0.05; ** *P* < 0.01; *** *P* < 0.001; ****P < 0.0001; and ns, not significant

**Table 1:** Correlation between LINC00673 expression and the clinicopathological features of breast cancer

Characteristics	No. (*n* = 80)	LINC00673 expression		*P*-value
		Low (*n* = 40)	High (*n* = 40)	
Age				
< 50	38	24	14	0.446
≥ 50	42	23	19	
Tumor size				
≤ 2 cm	31	20	11	0.024^*^
> 2 cm	49	19	30	
LNM				
Negative	27	17	10	0.097
Positive	53	23	30	
TNM stage				
I-II	74	39	35	0.089
III-IV	6	1	5	
ER expression				
Negative	29	16	13	0.485
Positive	51	24	27	
PR expression				
Negative	45	23	25	0.648
Positive	32	17	15	
Her-2 expression				
Negative	44	24	20	0.368
Positive	36	16	20	
Ki67 expression				
≤ 14%	28	19	9	0.019^*^
> 14%	52	21	31	

*LNM* lymph node metastasis, *P < 0.05

### LINC00673 promotes breast cancer cell proliferation in vitro

To determine the biological functions of LINC00673 in breast cancer cells, siRNAs were designed to silence LINC00673 in MDA-MB-231 and MDA-MB-453 cell lines and lentiviruses were designed to express LINC00673 in the Hs-578 T cell line (Fig. 2a). First, we demonstrated that LINC00673 knockdown suppressed cell viability and colony formation in MDA-MB-231 and MDA-MB-453 cells (Fig. 2b and c), while LINC00673 overexpression had the opposite effects in breast cancer cells (Fig. 2d and e). Next, we found that the suppression of LINC00673 induced cell cycle arrest in the G0/G1 phase, with a reduction in the percentage of cells in S phase compared with that in control cells (Fig. 2f). Compared with the control cells, breast cancer cells with LINC00673 knockdown had significantly increased apoptosis rates (Fig. 2g). Moreover, the knockdown of LINC00673 enhanced bax expression and reduced bcl-2 and cyclin D1 levels in breast cancer cells, confirming that LINC00673 is involved in apoptosis and cell cycle progression (Fig. 2h).

**Fig. 2:**
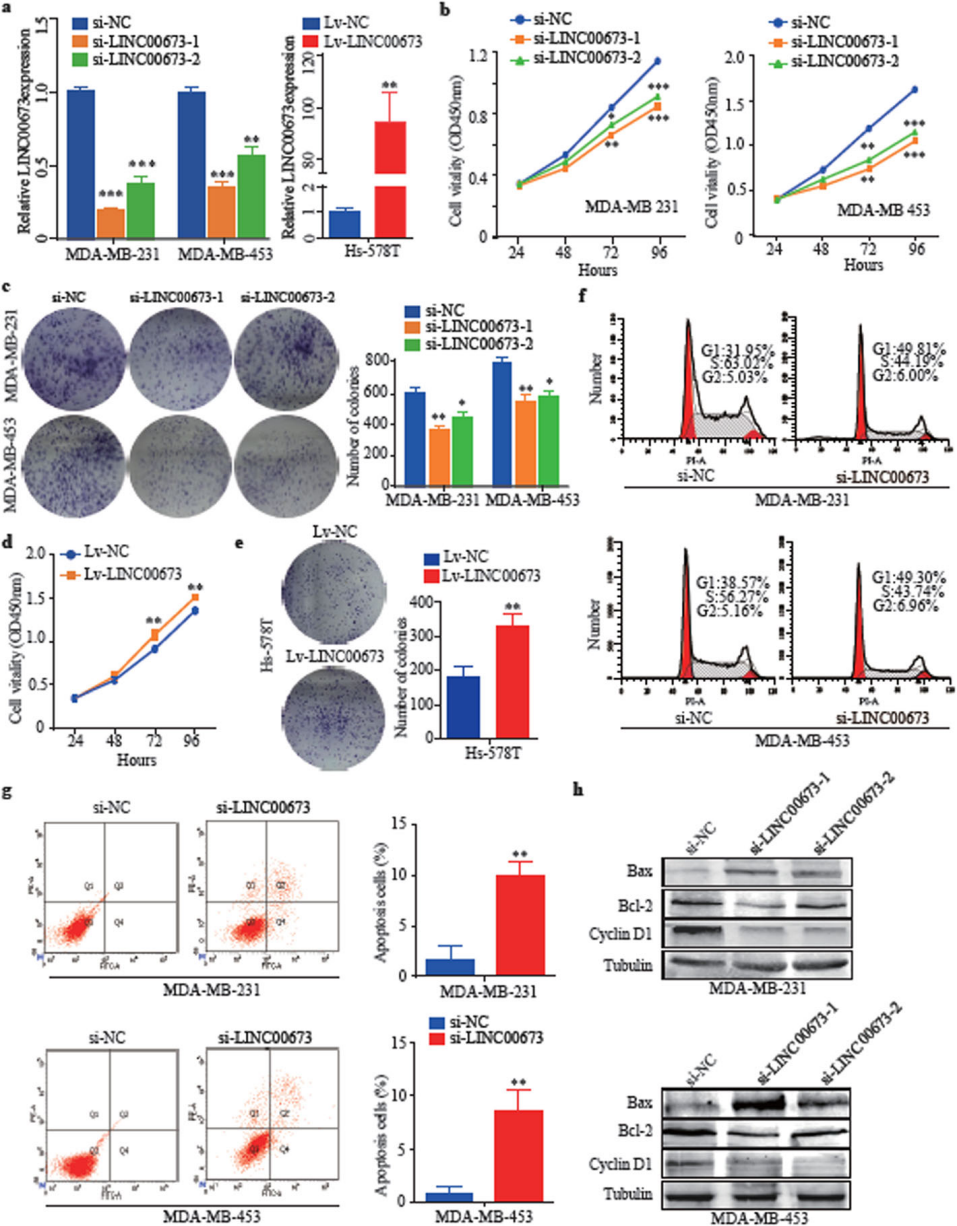
LINC00673 promotes breast cancer cell proliferation in vitro. **a** The LINC00673 expression level in MDA-MB-231, MDA-MB-453, and Hs-578 T breast cancer cells transfected with si-LINC00673 or Lv-LINC00673. **b** CCK-8 assays were performed to determine the cell viability in MDA-MB-231 and MDA-MB-453 cells after the knockdown of LINC00673. **c** The colony-forming assays were conducted to examine the proliferation of MDA-MB-231 and MDA-MB-453 cells after the knockdown of LINC00673. **d-e** CCK-8 and colony-forming assays were used to examine the cell proliferation ability in Lv-LINC00673 transfected Hs-578 T cells. **f** Cell cycle analysis of MDA-MB-231 and MDA-MB-453 cells after the knockdown of LINC00673 based on flow cytometry. **g** Flow cytometry analysis of MDA-MB-231 and MDA-MB-453 cells after the knockdown of LINC00673. **h** Expression of bax, bcl-2 and cyclin D1 in MDA-MB-231 and MDA-MB-453 cells after the knockdown of LINC00673, as determined by western blotting. The data are presented as the mean ± the SD of three independent experiments. *P < 0.05, ** *P* < 0.01, and *** *P* < 0.001

### LINC00673 downregulation suppresses cell proliferation in vivo and is a potential therapeutic target of breast cancer

To investigate the effects of LINC00673 on breast cancer proliferation in vivo, we inoculated nude mice with MDA-MB-231 cells that stably expressed lentiviral sh-LINC00673 to suppress LINC00673 expression (Fig. 3a). Tumor xenografts with downregulated LINC00673 showed markedly reduced volumes and weights compared to control xenografts (Fig. 3b and c). More apoptosis was observed in cells with downregulated LINC000763 than in control cells (Fig. 3d). Additionally, bax expression was increased while bcl-2 and cyclin D1 expression were reduced in the cells with downregulated LINC000763 compared to that in the control cells (Fig. 3e). Here, we explored the potential role of LINC00673 as a therapeutic target using antisense oligonucleotide (ASO). We designed ASO and confirmed that it decreased LINC00673 expression (Fig. 3f), and the ASO significantly impaired the proliferation of MDA-MB-231 cells (Fig. 3g). To evaluate the efficacy of this anti-LINC00673 targeted therapy, we created a xenograft mouse model. During the treatment process, we observed that the tumor volume and weight were significantly reduced in ASO-treated mice compared with the tumor volume and weight in normal saline-treated control mice. More importantly, 1,2-dioleoyl-3-trimethylammonium-propane (DOTAP) liposomal ASO treatment more effectively inhibited tumor progression than the free ASO treatment (Fig. 3h). An increased number of apoptotic cells (Fig. 3i), increased bax expression and decreased bcl-2 and cyclinD1 expression were observed in the liposomal ASO treatment group compared to the control group (Fig. 3j). Previous research suggested that ASO may cause toxicity in the liver or in other internal organs [37, 38]. TUNEL and H&E staining revealed mild cell apoptosis and necrosis in the organs, and the biochemical parameters were similar between the treatment and control groups, which suggests that the ASO toxicity was limited (Additional file 2: Figure S2). Together, these results suggested that LINC00673 significantly promoted tumor growth and that the liposomal delivery of an ASO targeted to LINC00673 has great potential as a novel antitumor therapeutic agent.

**Fig. 3:**
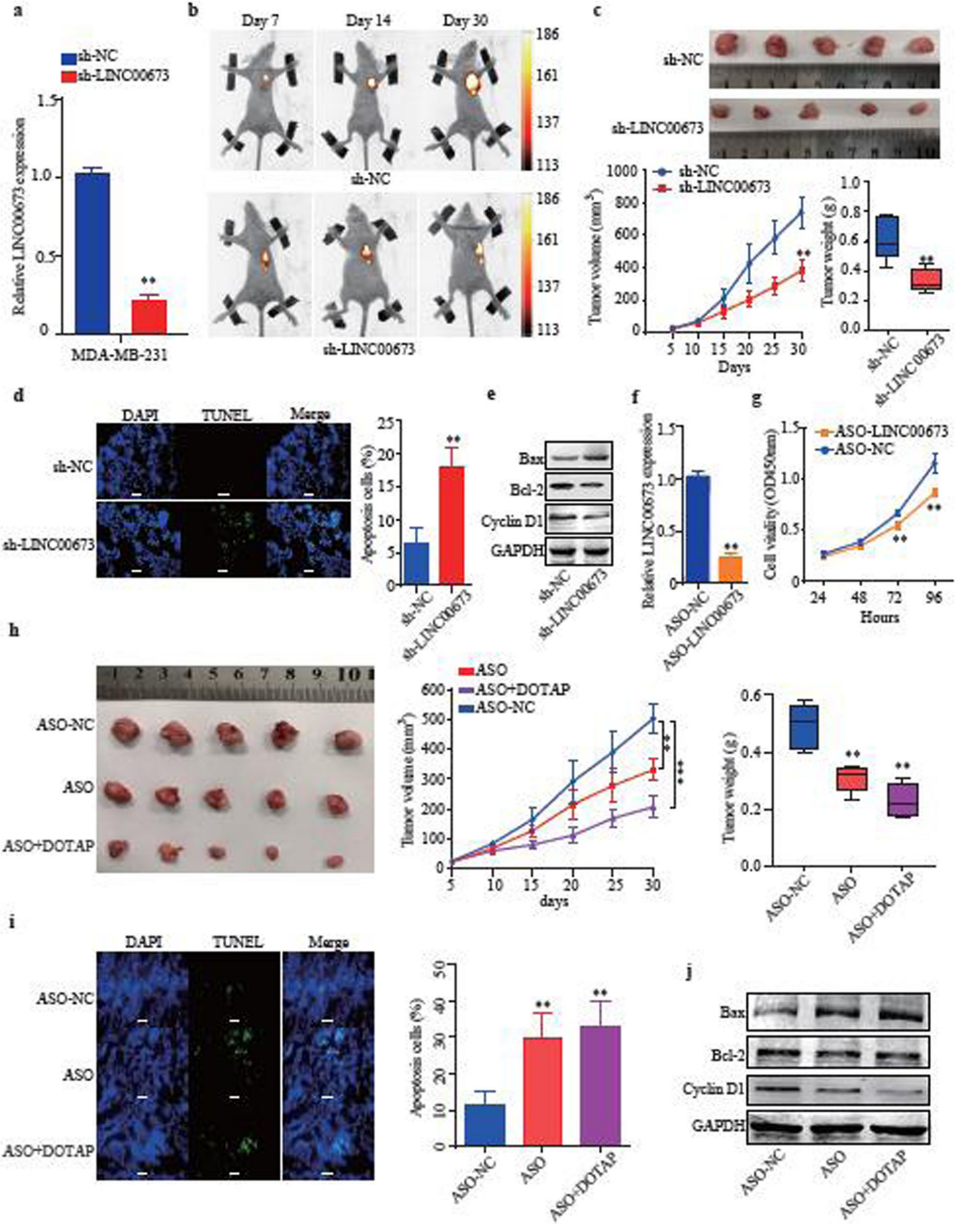
LINC00673 downregulation suppresses cell proliferation in vivo and is a potential therapeutic target of breast cancer. **a** Knockdown of LINC00673 by shRNA in MDA-MB-231 cells was confirmed by qRT-PCR. **b** Luminescence images of subcutaneous tumors in xenograft mouse models bearing tumors generated from MDA-MB-231 cells that were stably transfected with sh-LINC00673 or sh-NC on days 7, 14 and 30 after tumor cell injection. **c** Tumor volume and weight in mice treated with sh-LINC00673 or sh-NC. Tumor volume was calculated every 5 days, *n* = 5. **d** The effect of LINC00673 knockdown on tumor cell apoptosis was determined by TUNEL staining. **e** Protein levels of Bax, Bcl-2 and CyclinD1 in tumor tissues after the knockdown of LINC00673, as analyzed by western blotting assays. **f** qRT-PCR analysis of the relative LINC00673 expression in MDA-MB-231 cells transfected with ASO-LINC00673 (5 μM). The 0 μM group was used as the control. **g** CCK-8 assay detection of cell viability in MDA-MB-231 cells. The concentration of ASO was 5 μM. The 0 μM group was used as the control. **h** Representative ASO treatment tumor images, volumes and weights in the three treatment groups, *n* = 5. **i** The effect of ASO treatment on tumor cell apoptosis was determined by TUNEL staining. **j** Expression of Bax, Bcl-2 and Cyclin D1 in the three treatment groups, as determined by western blotting. The data are presented as the mean ± the SD of three independent experiments. ** *P* < 0.01 and *** *P* < 0.001. Scale bar: 50 μm

### LINC00673 promotes breast cancer cell proliferation by modulating the MARK4 and Hippo signaling pathways

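Gene expression was compared in MDA-MB-453 cells, an established human breast cancer cell line, 48 h after transfection with si-LINC00673-1, si-LINC00673-2 or si-NC. Each of the 3 groups had 3 libraries, and the paper states in general that its data come from at least 3 independent experiments, and in the legend of Fig. 4 from 3, without naming the libraries. The libraries were sequenced on the BGISEQ-500 platform, and the authors deposited 1 table of FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for 19930 genes, of which 17089 are known genes and 2841 were predicted by the sequencing center and carry no gene name. The text names neither the aligner nor the genome build. LINC00673 itself was not analysed here, so its level in these libraries was not checked.

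FPKM hold no read counts. The FPKM of a weakly expressed gene are whole multiples of what 1 fragment is worth, and from these steps the depth was estimated at 24.7 to 26.1 M (mega) fragments per library with si-LINC00673-1 (median 24.9), 23.4 to 24.7 M with si-LINC00673-2 (median 24.5) and 25.4 to 27.6 M with si-NC (median 27.2). Across genes, which are not independent replicates, log2(FPKM + 1) of libraries in the same group correlated with r between 0.994 and 0.996, compared with 0.955 to 0.973 between siRNA and si-NC libraries. No pair of libraries in a group held the same values: their squared differences were 2.06 to 7.17 times the sampling noise expected from the estimated depth.

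The 12884 genes with a mean of at least 1 FPKM over the 9 libraries were tested with limma (moderated statistics with a mean-variance trend) on log2(FPKM + 1), with all 9 libraries in 1 fit. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes. With 3 libraries against 3, a two-sided exact permutation test of a single gene cannot give a P below 0.1. Choices that could change the numbers include the value added before the logarithm, the expression filter, the fold change limit, the scaling of the libraries, division by GAPDH and corrections for transcript length or GC content.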

RNA sequencing was performed to investigate the potential molecular mechanism of LINC00673 in breast cancer progression. MARK4, a member of the microtubule affinity regulating kinase (MARK) family, has been reported to promote proliferation via the Hippo signaling pathway in breast cancer cells [39]. Sequencing revealed that MARK4 mRNA expression was significantly reduced in the MDA-MB-453 cells in which LINC00673 was downregulated by siRNA compared to that in control cells (Fig. 4a). 

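MARK4 (NCBI Gene ID 57787), on chromosome 19, had an FPKM of 9.72 ± 0.210 (SD, n = 3) in si-NC libraries. The values were 6.97 ± 0.378 (SD, n = 3) with si-LINC00673-1 and 6.54 ± 0.336 (SD, n = 3) with si-LINC00673-2. At the estimated depth, these values correspond to 1241 to 1390 fragments per si-NC library, 839 to 975 per si-LINC00673-1 library and 779 to 845 per si-LINC00673-2 library. The log2 fold change was -0.43 with si-LINC00673-1 (standard error 0.049, adjusted P = 4.0e-05 from limma with Benjamini-Hochberg adjustment) and -0.51 with si-LINC00673-2 (standard error 0.049, adjusted P = 9.4e-06 from the same test). Each of the 6 siRNA libraries lay below each si-NC library (exact permutation test, two-sided P = 0.1 for each siRNA, the smallest that 3 libraries against 3 allow). The fall did not differ between the siRNAs by more than the spread between libraries (difference -0.08, limma adjusted P = 0.22). In the authors' deposited table, the log2 ratio of MARK4 was -0.48 for si-LINC00673-1 and -0.57 for si-LINC00673-2. With each library left out in turn, the log2 fold change stayed between -0.46 and -0.39 for si-LINC00673-1 and between -0.53 and -0.47 for si-LINC00673-2. With the replicate label as a replicate block, the log2 fold changes were the same and the unadjusted limma P was 8.1e-05 and 2.5e-05.

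The alternative that moved MARK4 most toward 0 was the correction for GC content, which gave -0.27 and -0.29 and so left MARK4 below the fold change limit with both siRNAs. MARK4 was still lower after it, with an unadjusted limma P of 8.7e-06 and 4.4e-06. MARK4 transcripts have a GC content of 59.2%, higher than that of 80.7% of the genes. Of the 1751 genes lower with both siRNAs, 1599 (91.3%) had a larger mean fall than MARK4. These genes were selected by the fold change limit, close to which MARK4 lies. Among all 12884 tested genes, MARK4 ranked 2929 with si-LINC00673-1 and 2912 with si-LINC00673-2 by the size of the log2 fold change. The other MARK family members did not fall with both siRNAs before division by GAPDH: the log2 fold changes were 0.19 and 0.11 for MARK1, 0.20 and 0.12 for MARK2, and 0.10 and -0.13 for MARK3 with si-LINC00673-1 and si-LINC00673-2. Only the changes of MARK1 with si-LINC00673-1 and of MARK2 with both siRNAs, and that of MARK3 with si-LINC00673-2, had a limma adjusted P under 0.05. Relative to GAPDH, which itself rose, the changes of MARK1 and MARK2 with si-LINC00673-2 were -0.32 and -0.31, and MARK3 was lower with both siRNAs (-0.018 and -0.56). The paper cites a report that MARK4 acts through the Hippo signaling pathway, and its discussion gives the association of MARK4 with tumorigenesis as the reason for interest. After the sequencing it measured MARK4 with YAP and TAZ (Fig. 4b and c) and a growth rescue in Hs-578 T cells (Fig. 4g). The paper concludes that LINC00673 acts on breast cancer cell proliferation by regulating MARK4.

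**Figure D1:**
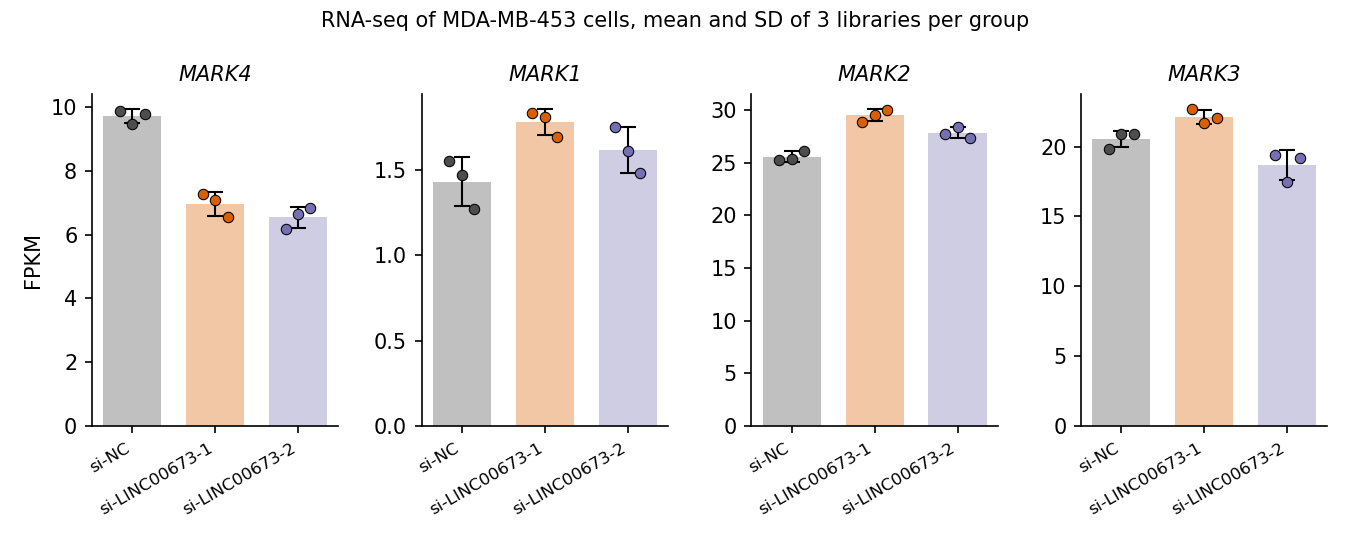
FPKM of MARK4 and of its paralogs MARK1, MARK2 and MARK3 in the 3 groups of MDA-MB-453 libraries. Points are single libraries, bars are means and error bars are the SD of 3 libraries; the vertical axis of each plot starts at 0. The 6 siRNA libraries lie between 6.17 and 7.26 FPKM for MARK4, below the si-NC libraries at 9.48 to 9.88.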

We found that compared to control cells, breast cancer cells with LINC00673 knockdown had significantly reduced MARK4, YAP, and TAZ expression and increased YAP phosphorylation levels in the Hippo signaling pathway (Fig. 4b and c). Moreover, we found that MARK4 was significantly overexpressed in human breast cancer tissues with shorter OS (Fig. 4d and e), and a positive correlation was found between LINC00673 and MARK4 (Fig. 4f). The results of CCK-8 assays showed that cotransfection could partially rescue the Lv-LINC00673 elevated growth ability in Hs-578 T cells (Fig. 4g). In summary, we demonstrated that LINC00673 promotes breast cancer cell proliferation via the Hippo signaling pathway by regulating MARK4.

**Fig. 4:**
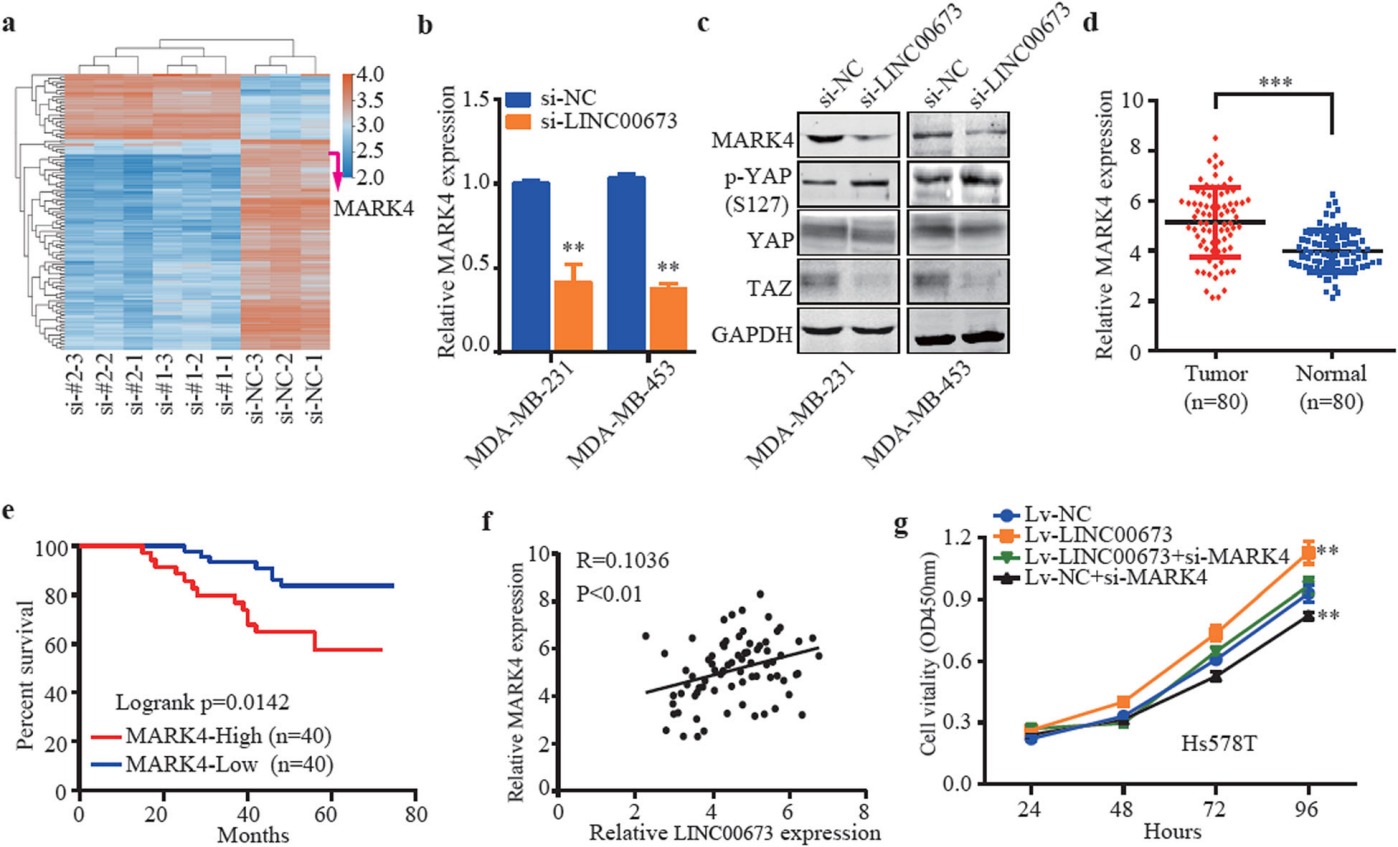
LINC00673 promotes breast cancer cell proliferation by modulating the MARK4 and Hippo signaling pathways. **a** Expression heatmap of significantly differentially expressed transcripts after the RNA transcriptome sequencing analysis following LINC00673 knockdown. The red color indicates genes that were upregulated compared with the control cells, and the blue color indicates genes that were downregulated compared with the control cells. **b** The expression of MARK4 after the knockdown of LINC00673 was measured by using qRT-PCR. **c** Western blotting analysis of MARK4, p-YAP, YAP and TAZ in the indicated cells. **d** The expression of MARK4 was determined by qRT-PCR in 80 paired breast cancer tissues and adjacent normal tissues. **e** Kaplan-Meier analyses of the correlations between MARK4 expression and OS in 80 breast cancer patients. **f** A positive correlation was confirmed between LINC00673 and MARK4 by Pearson correlation analysis. **g** Growth ability of Hs-578 T cells after cotransfection with Lv-LINC00673, si-MARK4, as determined by CCK-8 assays. The data are presented as the mean ± the SD of three independent experiments. ** *P* < 0.01 and *** *P* < 0.001

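The log2 fold changes of the 2 siRNAs correlated across the 12884 genes (Pearson r = 0.880), where genes are not independent replicates and both comparisons share the si-NC libraries. With separate si-NC libraries for each siRNA, r was lower, down to 0.804. Both siRNAs changed 2737 genes in the same direction, 986 higher and 1751 lower, and 1 gene in opposite directions. The excess of shared falls depended on the processing. The shared genes were 1059 higher and 998 lower after the correction for GC content, and 1236 and 1531 after that for transcript length. Of the genes past the criteria with si-LINC00673-1, 98.95% had the same direction with si-LINC00673-2, and 98.02% in the reverse comparison. These shares also rest on the same si-NC libraries, and no value with separate ones is given for them. A further 698 genes passed with si-LINC00673-1 alone and 1647 with si-LINC00673-2 alone.

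Among the genes with the largest mean rise was HSPA1B, whose FPKM was 24.5 ± 0.576 (SD, n = 3) with si-NC, 91.0 ± 18.3 (SD, n = 3) with si-LINC00673-1 and 591 ± 43.9 (SD, n = 3) with si-LINC00673-2. Its log2 fold changes were 1.83 and 4.54 (limma adjusted P = 8.6e-07 and 1.5e-09). HSPA1A followed with log2 fold changes of 1.83 and 4.22 (limma adjusted P = 9.7e-08 and 3.8e-10). Of the 100-base windows of HSPA1A, 69.9% are also found in HSPA1B, so the split of fragments between them is uncertain. The other genes with the largest rise were predicted ones on sequences named as alternative haplotypes of chromosome 6. One of them, BGI_novel_G002457, is listed at 0 in each si-NC library, at 11.13, 10.73 and 8.05 FPKM with si-LINC00673-1 and at 19.45, 13.02 and 16.89 FPKM with si-LINC00673-2. The log2 fold changes were 1.69 and 4.18 for BGI_novel_G002451 and 1.58 and 4.08 for BGI_novel_G002453. These lie near those of HSPA1A and HSPA1B. Whether these predicted genes are copies of that locus was not tested, so they may not count as separate genes.

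Among the genes with the largest mean fall, PABPN1 is listed at 0 in each of the 6 siRNA libraries and at 8.66, 6.81 and 11.75 FPKM with si-NC. Its annotated sequence overlaps the readthrough gene BCL2L2-PABPN1, so its value is uncertain. CBS fell from 30.6 ± 1.65 FPKM (SD, n = 3) with si-NC to 4.89 ± 0.364 (SD, n = 3) with si-LINC00673-1 and 3.78 ± 0.837 (SD, n = 3) with si-LINC00673-2, log2 fold changes of -2.43 and -2.74 (limma adjusted P = 1.1e-07 and 2.7e-08). Of the 100-base windows of CBS, 84.4% are also found in its near-identical copy CBSL. The predicted gene BGI_novel_G000605 had 13.5 ± 1.38 FPKM (SD, n = 3) with si-NC and between 0 and 1.79 FPKM in the siRNA libraries.

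**Figure D2:**
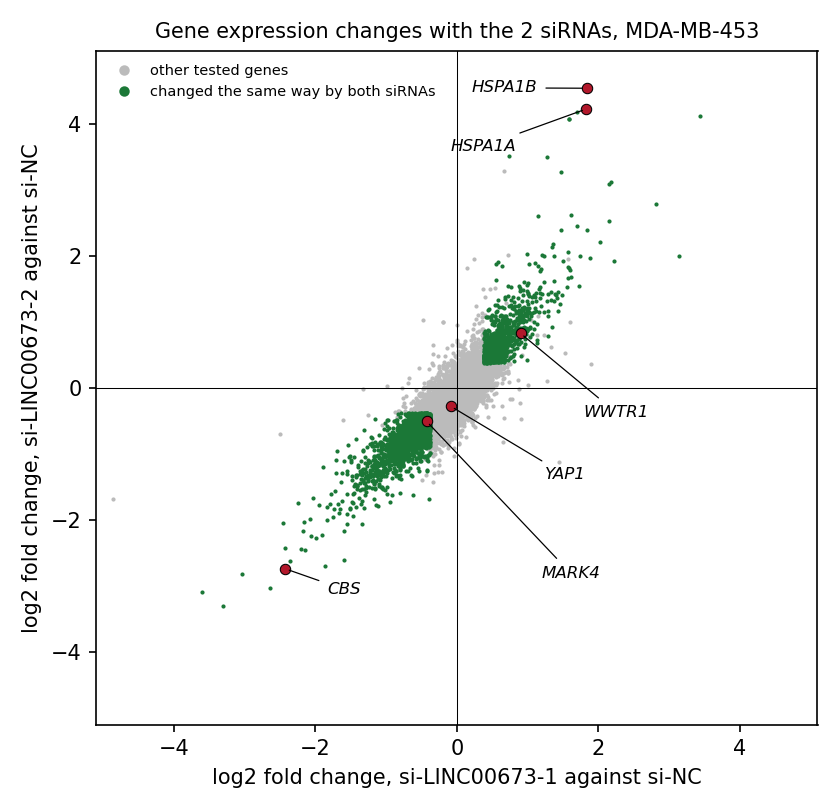
Log2 fold change of each of the 12884 tested genes with si-LINC00673-1 (horizontal axis) and with si-LINC00673-2 (vertical axis), both against si-NC, on the log2(FPKM + 1) scale. Green points are the 2737 genes past the criteria in the same direction with both siRNAs, grey points the other genes, and red points the labelled genes; MARK4 lies at -0.43 and -0.51, inside the dense part of the lower left quadrant.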

### LINC00673 regulates MARK4 expression by competing for miR-515-5p

Recent findings indicate that lncRNAs can exert their function in different compartments of the cell. Most of the lncRNAs that have been investigated thus far act in the nucleus by regulating gene expression [40]. However, lncRNAs also act as ceRNAs to regulate mRNA degradation and translation in the cytoplasm [41]. Thus, we first assessed the cellular localization of LINC00673 by measuring its expression in the nucleus and cytoplasm in MDA-MB-453 and MDA-MB-231 cells. As shown in Fig. 5a, LINC00673 was mainly found in the cytoplasm of breast cancer cells. Therefore, we examined whether LINC00673 might be involved in cross-talk with any miRNAs in breast cancer. We used both the LncBook (https://bigd.big.ac.cn/lncbook) and TargetScan (http://www.targetscan.org/) databases to search for miRNAs that could be closely associated with LINC00673 and MARK4, and together these databases identified 258 miRNAs that may act as targets of LINC00673 and MARK4. Most of these miRNAs have unknown functions, therefore, we selected 40 miRNAs that have been reported to be involved in numerous cancers for further study (Additional file 4: Table S2). Among these miRNAs, we verified that the expression of 18 miRNAs were significantly increased by the knockdown of LINC00673 (Fig. 5b and c). Simultaneously, we noticed that one of these candidate miRNAs, miR-515-5p, has been found to dramatically inhibit breast cancer cell proliferation and to control cancer cell migration through MARK4 regulation in breast cancer [42, 43]. Therefore, we examined whether LINC00673 could interact with miR-515-5p to regulate MARK4. We verified that the knockdown of LINC00673 negatively regulated miR-515-5p in both MDA-MB-231 and MDA-MB-453 cells (Fig. 5d). The upregulation and downregulation of miR-515-5p inversely affected LINC00673 expression (Fig. 5e). Then, we showed that miR-515-5p negatively regulated MARK4 mRNA and protein expression (Fig. 5f and g). We next explored whether miR-515-5p could directly bind to LINC00673 and MARK4. Dual-luciferase assays indicated that there was a significant reduction in luciferase activities after the cotransfection of miR-515-5p mimics and a wild-type LINC00673 or MARK4 reporter vector, but this reduction was not observed with the transfection of mutant LINC00673 and MARK4 reporter vectors (Fig. 5h). Finally, the treatment of MDA-MB-231 and MDA-MB-453 cells with si-LINC00673 and miR-515-5p inhibitors attenuated the reduction in MARK4, YAP and TAZ mRNA transcript levels caused by LINC00673 knockdown (Fig. 5i). Notably, the reduction in MARK4 and YAP/TAZ and the increase phosphorylated YAP protein expression was also abolished by miR-515-5p inhibitors in breast cancer cells transfected with si-LINC00673 (Fig. 5j). We next determined whether LINC00673 induced breast cancer cell proliferation through the miR-515-5p. The results of CCK-8 assays showed that the knockdown of LINC00673 expression dramatically reduced the proliferative capacity of breast cancer cells. As expected, in the cells cotransfected with si-LINC00673 and the miR-515-5p inhibitor, these effects were abolished (Fig. 5k). Similarly, the cotransfection of cells with Lv-LINC00673 and the miR-515-5p mimic attenuated the LINC00673-mediated increasein cell proliferation (Fig. 5l). In summary, these results showed that LINC00673 promoted tumor cell growth at least in part by acting as a ceRNA for miR-515-5p and thus regulating the MARK4/Hippo signaling pathways.

**Fig. 5:**
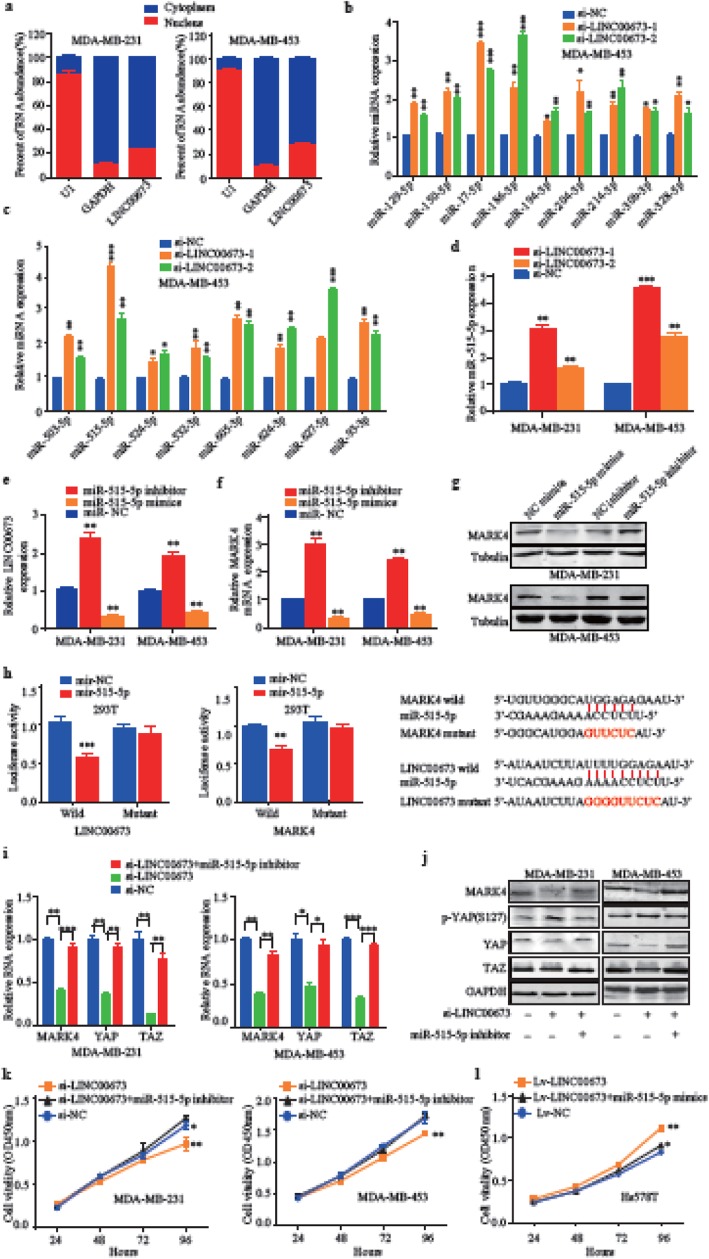
LINC00673 regulates MARK4 expression by competing for miR-515-5p. **a** The subcellular distribution of LINC00673 in MDA-MB-231 and MDA-MB-453 cells. GAPDH was used as the cytoplasmic control, and U1 served as the nuclear control. **b-c** The relative expression of miRNAs was determined by qRT-PCR after the knockdown of LINC00673. **d** The expression of miR-515-5p was measured after the knockdown of LINC00673 by using qRT-PCR in MDA-MB-231 and MDA-MB-453 cells. **e** Expression of LINC00673 in miR-515-5p mimics or inhibitor transfected MDA-MB-231 and MDA-MB-453 cells, as determined by qRT-PCR. **f-g** Elevation and depression of miR-515-5p was inversely related to MARK4 expression, as determined by qRT-PCR and western blotting. **h** Luciferase reporter assays were used to verify the targeted binding between LINC00673 or MARK4 3’untranslated region (UTR) and miR-515-5p. **i** The expression of MARK4, YAP and TAZ in MDA-MB-231 and MDA-MB-453 cells transfected with LINC00673 siRNA or cotransfected with a LINC00673 siRNA and an miR-515-5p inhibitor, as determined by qRT-PCR. **j** Western blot analysis of MARK4, p-YAP, YAP and TAZ expression levels in MDA-MB-231 and MDA-MB-453 cells transfected with LINC00673 siRNA or cotransfected with LINC00673 siRNA and miR-515-5p inhibitor. **k-l** CCK-8 assays were used to examine the cell proliferation ability after LINC00673 knockdown in MDA-MB-231 and MDA-MB-453 cells transfected with miR-515-5p inhibitors and LINC00673-overexpressing cells transfected with miR-515-5p mimics. The data are presented as the mean ± the SD of three independent experiments. *P < 0.05, ** *P* < 0.01, and *** *P* < 0.001

### YY1 activates LINC00673 expression in breast cancer cells

To further examine the transcriptional regulation model of LINC00673 in breast cancer, we searched the TRANSFAC (http://gene-regulation.com/) and JASPAR (http://jaspar.genereg.net/) databases to identify transcription factors that may regulate LINC00673. The transcription factor Yin Yang 1 (YY1) was predicted by both the TRANSFAC and JASPAR data bases with high scores (Additional file 5: Table S3). The predicted binding sites of YY1 in the LINC00673 promoter sequence are illustrated in Fig. 6a. To explore whether LINC00673 is a downstream target of YY1, we knocked down YY1 by siRNA in MDA-MB-231 cells, which led to a significant decrease in LINC00673 expression (Fig. 6b and c). Furthermore, the overexpression of YY1 significantly elevated LINC00673 expression in MDA-MB-231 cells (Fig. 6d and e). Moreover, ChIP assays showed that the LINC00673 promoter was specifically pulled down by a YY1-specific antibody but not the control antibody (Fig. 6f). Taken together, these findings suggest that YY1 is a bona fide transcriptional activator of LINC00673.

**Fig. 6:**
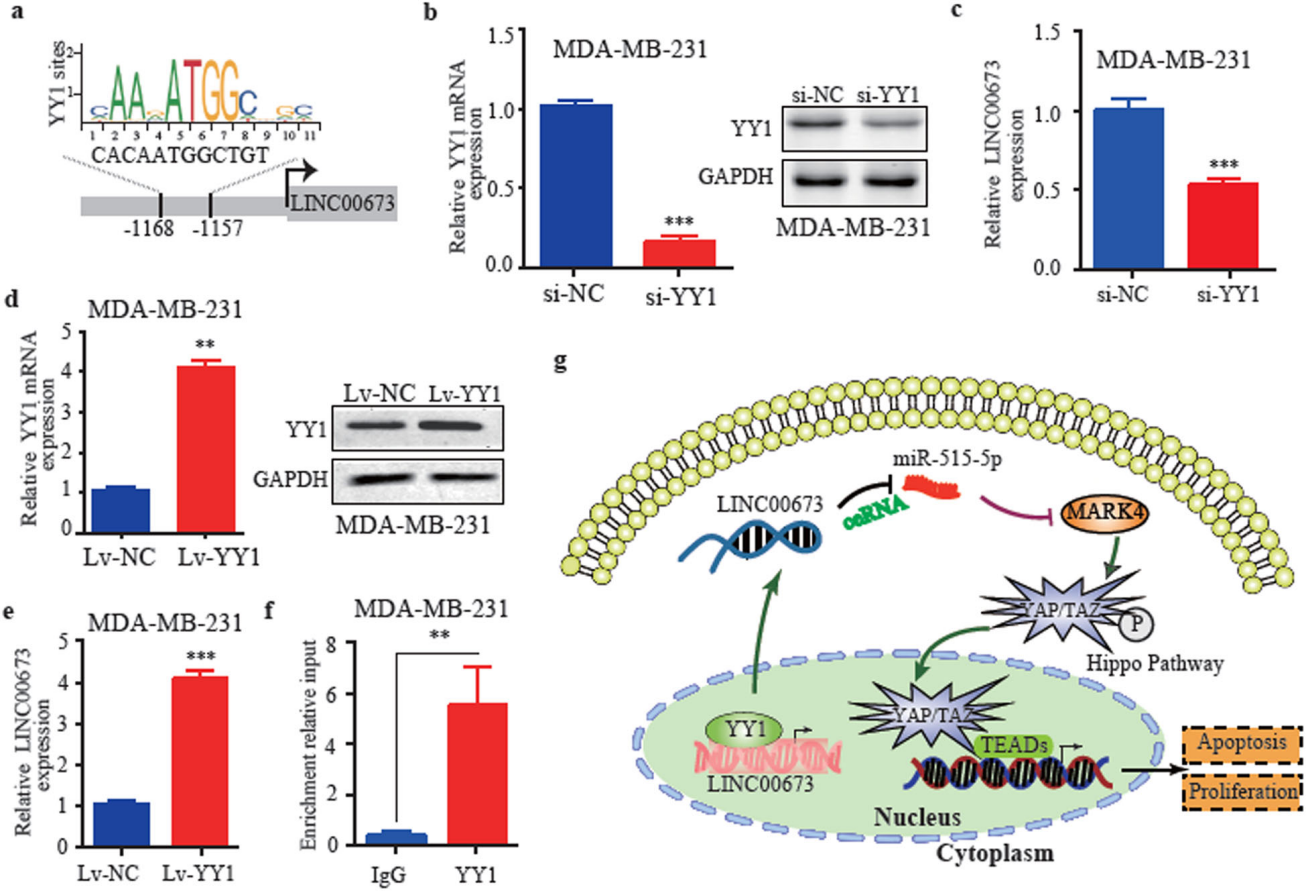
YY1 activates LINC00673 expression in breast cancer cells. **a** YY1 binding motif and the prediction of YY1 binding sites within the promoter region of LINC00673 provided by the JASPAR database. **b** The knockdown efficiency of YY1 in MDA-MB-231 cells was determined by qRT-PCR and western blotting. **c** qRT-PCR analysis of LINC00673 expression in MDA-MB-231 cells after transfection with YY1 siRNA and the negative control. **d** The overexpression efficiency of YY1 in MDA-MB-231 cells was determined by qRT-PCR and western blot analysis. **e** qRT-PCR analysis of LINC00673 expression in MDA-MB-231 cells after transfection with Lv-YY1 and the negative control. **f** qRT-PCR of the ChIP products validating the binding capacity of YY1 to the LINC00673 promoter. **g** The mechanism of the regulatory network and function of LINC00673. LINC00673 promoted proliferation, induced apoptosis in breast cancer cells which could be enhanced by YY1 and acted as a ceRNA for miR-515-5p to regulate MARK4 and inactivate the Hippo signaling pathway. The data are presented as the mean ± the SD of three independent experiments. ** *P* < 0.01 and *** *P* < 0.001

## Discussion

With the development of techniques for sequencing entire genomes, increasing number of molecular mechanisms in breast cancer have been described [44, 45]. LncRNAs have been shown to play important roles and to act through multiple mechanisms, including as ceRNAs, in a variety of cancers [46–48]. There is still some controversy regarding the role of LINC00673 in carcinogenesis, numerous studies have described LINC00673 as either a tumor suppressor or promoter [11–15]. Although previous studies have also identified the oncogenic role of LINC00673 was upregulation in breast cancer tissues and related with patients’ prognosis [19], very little is known about the molecular mechanisms of LINC00673 in breast cancer carcinogenesis. To this end, in the current study, we confirmed the oncogenic function of LINC00673, as it enhanced the proliferative capacity of breast cancer cells in a series of functional experiments both in vitro and in vivo. In addition, we demonstrated that LINC00673 expression was positively correlated with tumor size and Ki67 status. Of note, Xia E et al. reported that LINC00673 could influence B7-H6 expression to enhance cell migration, invasion and epithelial-mesenchymal transition (EMT) in breast cancer [19]. However, no significant association was found between LINC00673 and lymph node metastasis (LNM), tumor-node-metastasis (TNM) stages in our study. Due to the randomness of clinical samples that may lead to different experimental results, the number of patients included in the validated cohort should be increased to provide more convincing results. Given the significant effects of LINC00673 on breast cancer progression, the mechanism related to LINC00673 urgently needs to be explored.

Here, we used RNA-seq to identify the regulatory networks of mRNAs and noncoding RNAs in breast cancer. Among the results from the analysis of potential mRNA interactions, MARK4 sparked our interest since it is associated with tumorigenesis [49, 50]. Previous studies showed that MARK4 attenuates the proliferation and migration of MDA-MB-231 cells via the Hippo signaling pathway [39]. The Hippo pathway plays a critical role in regulating multiple aspects of growth at both the cellular and organ levels [20]. The main factors in this pathway are YAP and TAZ, which associate with the TEAD family of transcription factors [51, 52]. When the Hippo pathway turned on that limits tissue growth and cell proliferation by phosphorylating and inhibiting YAP/TAZ. On the contrary, once the Hippo pathway is deactivated, YAP/TAZ are dephosphorylated and translocate into the nucleus, where they bind to TEAD and enhance proliferation, restrain apoptosis, and promote the migration of cancer cells [20]. In our study, we observed that LINC00673 induced the expression of MARK4, which was accompanied by alterations in YAP phosphorylation and total YAP protein levels, showing that LINC00673 inhibits the Hippo signaling pathway. Moreover, we found that LINC00673 was predominantly distributed in the cytoplasm of the cell, indicating that it plays a role in posttranscriptional regulation. There is increasing evidence that lncRNAs can function as ceRNAs for miRNAs in cancer [53]. Thus, our investigations, such as luciferase activity assays and rescue experiments, further confirmed that LINC00673 functions as a ceRNA by binding miR-515-5p to regulate MARK4 and then inhibits the Hippo pathway. All of these results led us to propose the existence of a regulatory network in which miRNAs and lncRNAs interact with each other to coregulate the expression and function of MARK4. The transcription factor YY1 is associated with cell differentiation, apoptosis and tumorigenesis [54]. The abnormal expression of YY1 contributes to several human cancers and correlates with poor prognosis [55, 56]. However, the function of YY1 in breast cancer remains controversial [57–59]. In the current study, we found that YY1 may act as an oncogene that can directly bind to the LINC00673 promoter region. Despite these findings, we need to conduct more experiments in vivo or in vitro to deeply investigate the interactions between YY1 and LINC00673.

LncRNAs act either as tumor promoters or suppressors, suggesting that the manipulation of their regulation may have potential for breast cancer treatment. Various methods have been developed to interfere with the functions of lncRNAs, such as using ASOs, the liposomal or nanoparticle-mediated delivery of various treatments, and emerging gene editing technology with CRISPR Cas9 systems and ncRNA editing in cancers [60, 61]. Compared with traditional RNA interference technologies, such as siRNA, ASOs have some other advantages for clinical practice, which include a longer half-life, highly efficient cellular uptake and stronger silencing effects [62–64]. Xing et al. showed that the therapeutic delivery of antisense locked nucleic acids (LNAs) specific to the lncRNA BCAR4 effectively suppressed metastasis in a breast cancer mouse model [65]. Further, the suppression of the lncRNA Malat1 using an ASO resulted in up to an 80% inhibition of metastasis in a luminal B breast cancer mouse model [66]. Liposomes have been widely investigated as drug carriers for improving the delivery of therapeutic agents to specific sites in the body and were almost immediately explored for cancer treatment. Lipophilic and hydrophilic drugs can be incorporated into the lipid membrane or inner aqueous space of liposomes respectively. While modified uncharged nucleotides can be delivered by neutral or slightly charged liposomes, native negatively charged ASO, siRNA, or DNA molecules required cationic liposomes [67]. In the present study, to investigate the therapeutic potential of LINC00673 in breast cancer, 1,2-dioleoyl-3-trimethylammonium-propane (DOTAP) cationic liposomes were used to deliver ASO-LINC00673. As expected, ASO successfully inhibited the progression of breast cancer in vivo*.* Notably, intravenous treatment with liposomal ASO was much more efficient in limiting tumor growth than treatment with free ASO. Thus, the future development of lncRNAs as potential therapeutics in the breast cancer, as well as in other cancers, seems promising.

## Conclusions

In all, we showed that LINC00673 is activated by YY1 and acts as a sponge for miR-515-5p, regulating MARK4, inactivating the Hippo signaling pathway, and resulting in tumor progression (Fig. 6g). More importantly, LINC00673 is a potential therapeutic target for treating breast cancer.

## Supplementary information

**Additional file 1: Figure S1.** LINC00673 is highly expressed in breast cancer tissues. (a) LINC00673 data downloaded from the MiTranscriptome database. (b) Expression of Linc00673 in 950 breast cancer tissues and 107 normal breast tissues (TCGA). *** *P* < 0.001.

**Additional file 2: Figure S2.** Potential therapeutic role of LINC00673 in breast cancer progression. (a) Effect of ASO on apoptosis in mouse organs. (b) H&E staining and sections were observed under an Olympus microscope. (c) Serum chemistry markers of liver and renal function in the 0.9% normal saline and ASO treatment groups. GPT: glutamic pyruvic transaminase; ALP: alkaline phosphatase; GGT: gamma-glutamyl transpeptidase; BUN: blood urea nitrogen; CRE: serum creatinine; and TBIL: total bilirubin.*P < 0.05, scale bar: 50 μm.

**Additional file 3: Table S1.** Sequences of the primer pairs for q-PCR and sequences of RNAi for transfection.

**Additional file 4: Table S2.** miRNAs associated with LINC00673 and MARK4, as predicted by LncBook and TargetScan.

**Additional file 5: Table S3.** Transcription binding site prediction was conducted by TRANSFAC and JASPAR.

## Data Availability

The authors declare that the data supporting the findings of this study are available within the article and its supplementary information files.

## Abbreviations

ASO: Antisense oligonucleotide
ceRNA: Competing endogenous RNA
ChIP: Chromatin immunoprecipitation
DOTAP: 1,2-dioleoyl-3-trimethylammonium-propane
LINC00673: Long intergenic non-protein coding RNA 673
LncRNA: Long non-coding RNA
MARK4: Microtubule affinity regulating kinase 4
TAZ: Transcriptional coactivator with PDZ-binding motif
YAP: Yes-associated protein 1
YY1: Yin Yang 1

How the deposited data were processed for this re-analysis (not part of the article)

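RNA sequencing of MDA-MB-453 cells, an established human breast cancer cell line, was examined 48 h after transfection with si-LINC00673-1, si-LINC00673-2 or si-NC, with 3 libraries per group. The groups were taken from the labels of the libraries, whose numbering matches the groups of Fig. 4a and the siRNAs of Table S1. The replicate labels (1 without a suffix, and r1 and r2) repeat in each group, and the pairing tested below comes from these labels alone.

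The authors deposited 1 table, with 1 line per gene, made from libraries sequenced on the BGISEQ-500 platform. The values used are the FPKM of each library, which the authors computed per gene from the fragments mapped to it and rounded to 2 decimals. The paper's text names neither the aligner, nor the counting tool, nor the genome build. The table holds 19930 genes, and 4 further lines hold no values and were left out. The FPKM of each library are given 2 times with equal values, and the first set was used. The authors also deposited log2 ratios between groups, made after their 3 libraries were combined, and p-values and q-values for these ratios, with no test named in the text. Those were used only for MARK4, WWTR1 and YAP1 and for an overlap with the lists computed here. For the known genes, 17011 had the same chromosome as the RefSeq list of GRCh38.p14, but only 220 of these started within 10 bases of the listed start, so the deposited coordinates were not used with that reference. The RefSeq list served only for gene names and for which genes neighbour each other. Sequences were matched to GENCODE release 29 on GRCh38.

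The design written before the data were examined allowed for a count table or for FPKM. As the table holds FPKM, the design for FPKM was used: log2(FPKM + 1), genes with a mean of at least 1 FPKM over the 9 libraries, and limma version 3.58.1 in R version 4.3.3 (lmFit, and eBayes with a trend) with the condition as the only factor and all 9 libraries in the fit. Genes were called differentially expressed by the paper's criteria, a fold change of at least 1.3 and an unadjusted P of at most 0.05, and the count with a Benjamini-Hochberg adjusted P is given beside each. Gene sets were tested with camera (inter-gene correlation 0.01), and the value given for a set is the median log2 fold change of its genes minus that of the other tested genes. The interferon, heat-shock and amino acid response lists were compiled from general knowledge, without a literature source. Genes with a sequence match were also compared with 10000 random gene lists matched on length and mean expression. Tables were read and figures drawn in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

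The genes named in the text were chosen by a rule written before the data were examined: each gene the paper names, MARK1, MARK2 and MARK3 as paralogs of MARK4, and the 5 genes with the largest mean rise and the 5 with the largest mean fall among those with an adjusted P of at most 0.05 in the same direction for both siRNAs and each siRNA library on the same side of each si-NC library. The rule was met by 2733 genes that rose and 3660 that fell. TAZ (tafazzin), SLC39A11, SOX9, GAPDH, LSM3, BCL2L2-PABPN1, ASNS and BGI_novel_G001758 were added after values had been seen. BCL2 was below the expression filter and was not tested.

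The depth was estimated from the steps between low FPKM values, over 206 to 232 genes per library of 300 to 900 bases. On 3 simulated libraries of known depth, this estimate had an error of 0%. The simulation used the formula of the estimate and depths among those searched. It thus does not test whether the deposited FPKM follow that formula. The estimated depth lies between 23.4 and 27.6 M fragments per library, a narrow range that leaves similar precision in each group. The values of a gene lay on average 0.084 to 0.116 of a fragment from a whole number. Counts were not rebuilt from these steps, and no count model was fitted. The differential expression and gene set steps were tested on simulated data with 12875 genes, of which 194 were changed by known amounts. The criteria recovered 91.2% and 91.8% of the changed genes in the comparisons for the 2 siRNAs, and 5 and 4 unchanged genes were called. In the same simulation, a list of 50 genes shifted by -0.3 was measured at -0.31, and 0 of 100 random lists of 50 genes had a camera P of at most 0.05.

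The alternatives set before the data were examined were another added value (0.1 FPKM), no expression filter or a minimum of 5 FPKM, other fold change limits, an adjusted P, only the libraries of the groups compared, the replicate label as a block, each library left out in turn, separate si-NC libraries for each siRNA, a self-contained rotation test (fry), other seed lengths and a background matched on length. Scaling by the median ratio of expressed genes, corrections for transcript length and for GC content, and division by GAPDH were chosen after seeing the data. LINC00673 itself is not reported here. The paper's qRT-PCR, western blot, luciferase, animal and tissue measurements were not analysed here.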

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

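The results below lie in genes or comparisons that the paper does not report, and each stood above the spread of the si-NC libraries. The tests of shared reads, scaling, transcript length and GC content, the heat-shock gene list, and the splits for that list and for the genes that differ between the siRNAs were chosen after the result was seen. The amino acid response list and its tests, and the list and splits for the S-phase genes, were written before. Where splits of the libraries are given, they are the 4 splits of 3 against 3 that part all same-labelled libraries, so that a share under 0.05 could not be reached. Each split other than the real one exchanges the libraries of a single label between the groups. It thus keeps part of the real difference, and its size does not measure chance alone. The corrections have a limited reach: with both siRNAs pooled, that for transcript length moved log2 fold changes by -0.02 to 0.09, that for GC content by -0.02 to 0.54 and scaling by -0.0024 to 0.06. None of them could halve a large rise of a gene or of a list, so values after them are descriptive unless said otherwise.

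Of the known genes, HSPA1B and HSPA1A had the largest mean rise, with mean log2 fold changes over both siRNAs of 3.19 and 3.03, and each was higher in the 6 siRNA libraries than in each si-NC library. The genes are near-identical copies, so fragments might be moved between them. Their summed FPKM rose as well, from 33.0 ± 1.37 (SD, n = 3) with si-NC to 124 ± 20.8 with si-LINC00673-1 and 767 ± 47.6 with si-LINC00673-2, a log2 fold change of 1.87 and 4.50, which a shift between the copies does not give. A list of 20 other heat-shock genes was higher than the remaining genes by 0.62 with si-LINC00673-1 (18 of 20 genes higher) and by 0.91 with si-LINC00673-2 (19 of 20). In limma's camera the adjusted P = 4.1e-08 and adjusted P = 1.2e-12 over 12 gene set tests. Before adjustment, camera gave P = 1.0e-08 and P = 9.8e-14, while a permutation of the libraries cannot go that low: for each siRNA, 1 of the 4 splits, the real one, gave as large a difference. With both siRNAs pooled the difference was 0.75, and it was 0.79 after the correction for transcript length and 0.75 after that for GC content, either of which could have lowered it by at most 0.075, so they do not test it. The list rose more with si-LINC00673-2 than with si-LINC00673-1 (difference 0.26, camera adjusted P = 8.8e-11 over 6 tests). A heat-shock response that differs in size between the siRNAs is a candidate explanation. The other splits gave at most 0.23 and 0.33, but they keep part of the real difference, and 4 splits are too few to test chance. Of the 20 genes, 14 with si-LINC00673-1 and 16 with si-LINC00673-2 met the criteria as higher, and 0 as lower. With the camera values above, this argues against the spread between libraries as the source of the rise of the list. Camera assumed an inter-gene correlation of 0.01, so its P values are too small if these genes move together more strongly. The paper does not name the libraries as independent transfections, so a difference between the cultures of the groups is not excluded. Whether the response follows from LINC00673 or from the transfected siRNAs was not tested.

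CBS had a mean log2 fold change over both siRNAs of -2.58. CBS has a near-identical copy, CBSL, and how the authors divided fragments between them was not tested. A list of 28 other genes of the amino acid response was lower than the remaining genes, by a difference of -0.83 with si-LINC00673-1 (camera adjusted P = 3.1e-11, 26 of 28 genes lower) and -0.80 with si-LINC00673-2 (camera adjusted P = 1.4e-07, 25 of 28 genes lower). ASNS, which was left out of the list and singled out after its values were seen, changed by -2.20 and -2.44. Before adjustment, camera gave P = 5.1e-12 and P = 4.8e-08, and in the permutation of the libraries 1 of the 4 splits gave as large a difference for each siRNA. With both siRNAs pooled it was -0.87, and -0.77 after the correction for GC content, which could have halved it. The correction for transcript length left it at -0.87, but could not have halved it, so it does not test transcript length. Lower activity of the amino acid response may be part of the change, as a hypothesis. The other splits gave at most 0.30 and 0.34 in size, but they keep part of the real difference, and 4 are too few to test chance. Whether the medium or cell density differed between the groups was not tested.

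For the 10 genes with the largest rise or fall, no correction tests the change. The change of 0 genes dropped to less than 50% of its size after the correction for transcript length and of 0 genes after scaling by the median ratio, but neither moves any gene so far. Only 4 of the 10 have a GC value.

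A list of 43 genes expressed in S phase was higher by 0.17 with si-LINC00673-1 (camera adjusted P = 0.0047, 29 of 43 genes higher) and by 0.35 with si-LINC00673-2 (camera adjusted P = 3.4e-06, 31 of 43 genes higher). The paper reports a smaller share of cells in S phase by flow cytometry after the knockdown (Fig. 2f), which is another measure. For each siRNA, 1 of the 4 splits gave as large a difference. With both siRNAs pooled it was 0.25, and 0.28 after the correction for transcript length and 0.18 after that for GC content. Each could have lowered it by at most 0.075, so part of it moves with GC content, and the remainder is not tested by them. The direction could reflect the time point or the changes of the other lists, which was not tested. The other splits gave at most 0.07 and 0.14, but they keep part of the real difference, and 4 are too few to test chance.

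SLC39A11, the protein-coding gene next to the interval of LINC00673, rose by 0.745 on the log2 scale as the mean of both siRNAs, from 15.7 ± 0.204 FPKM (SD, n = 3) with si-NC to 26.6 ± 0.976 and 27.4 ± 1.27. The rise was 0.80 after scaling by the median ratio, 0.83 after the correction for transcript length and 0.74 after that for GC content, but none of these could have halved it, so they do not test it. Relative to GAPDH, which itself rose, the rise with si-LINC00673-2 was 0.34 in place of 0.76, below the fold change limit. SOX9, on the other side of the interval, changed by 0.09 and -0.22. A change at the locus may be involved, as a hypothesis. Each siRNA alone has an exact permutation P of 0.1, the smallest possible here.

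GAPDH, the reference gene of the paper's qRT-PCR, rose by 0.43 with si-LINC00673-2, from 7308 ± 203 FPKM (SD, n = 3) to 9835 ± 146, and by 0.12 with si-LINC00673-1. The rise with si-LINC00673-2 was 0.54 after scaling by the median ratio, 0.50 after the correction for transcript length and 0.63 after that for GC content, none of which could have halved it. It differed between the siRNAs by 0.31 (limma adjusted P = 3.9e-05). No biological explanation was tested.

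The siRNAs differed from each other in 984 genes past the same criteria, 951 of them with an adjusted P of at most 0.05. Of the 4 splits of these 6 libraries, 1 gave as many, and the largest of the others gave 134. Of the 984 genes, 61.3% stayed past the criteria after scaling by the median ratio, 55.0% of those with a GC value after the correction for GC content, and 56% after the correction for transcript length. Part of the count thus moves with each correction, and the remainder may come from the siRNAs themselves, or from the extent of the knockdown. The 4 splits are too few to test chance, and those other than the real one widen the spread within groups, which lowers their counts. The 951 genes with a limma adjusted P of at most 0.05 argue against the spread between libraries as the source, for those genes. They do not exclude a difference between the cultures of the groups.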

How the results depend on the processing

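Scaling by the median ratio of expressed genes, the corrections for transcript length and GC content, division by GAPDH, and the alternatives for genes and gene sets added later were chosen after seeing the data; the other alternatives were set before the data were examined. DESeq2, upper-quartile normalization and the count-based fits were not run, because the values are FPKM. Sums over transcripts and the most abundant transcript were not run, because the table is per gene. LINC00673 was not analysed here. No tested gene with a 3'UTR had a long match, of at least 14 contiguous bases, to the si-LINC00673-1 target in a protein-coding transcript. Other transcripts were not searched for this, and CLK1 is among the 5 genes with such a stretch in any transcript.

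The counts of differentially expressed genes stayed within 1.5 times under the alternatives other than the fold change limit. With a limit of 2 there were 366 genes for si-LINC00673-1, 604 for si-LINC00673-2, 301 in the same direction with both and 436 with both pooled (3750 with the limit of 1.3), and without a limit 8724, 9396, 6884 and 9444. With log2(FPKM + 0.1) the counts were 4128, 5148, 3258 and 4508. With each library left out in turn they ranged from 3339 to 3592, from 4296 to 4464, from 2647 to 2828 and from 3664 to 3859. Scaling changed the split for si-LINC00673-2 from 1411 higher and 2974 lower to 1975 and 2246. The correction for transcript length gave 1988 and 2186, and that for GC content 1745 and 1641. For si-LINC00673-1 the correction for GC content gave 1282 higher and 1260 lower.

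The replicate block gave 3449, 4400, 2749 and 3752 genes, and each gene set kept its direction and its side of the 0.05 level under it. Deviations of same-labelled libraries had a mean correlation of 0.018 (si-LINC00673-1 and si-NC), -0.098 (si-LINC00673-2 and si-NC) and -0.099 (the 2 siRNAs), so the labels show no pairing.

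MARK4 was lower under each of the 14 alternatives set before the data were examined, from -0.48 to -0.39 with si-LINC00673-1 and from -0.56 to -0.47 with si-LINC00673-2. After the correction for GC content it was -0.27 and -0.29, below the fold change limit. Relative to GAPDH it was -0.55 and -0.94.

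The correlation of the fold changes was 0.815, 0.804, 0.827 and 0.845 with separate si-NC libraries in 4 of 6 ways, from 0.880 with shared ones. Separate controls also leave fewer si-NC libraries for each siRNA, so sharing and noise were not separated. With each library left out in turn it ranged from 0.859 to 0.884.

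P values of gene lists under the alternatives below are unadjusted. Before adjustment, the YAP/TAZ target list with si-LINC00673-1 had a camera P of 0.052 in the main fit. It passed the 0.05 level at a minimum of 5 FPKM (0.41), with fry (0.28) and in 4 of the fits that left out a library. Fits of the latter kind ranged from 0.26 to 0.29. The G2/M list with si-LINC00673-1 ranged from -0.00061 to 0.018 in such fits, and passed with fry (0.0015). The interferon list changed sign at a minimum of 5 FPKM (0.10 and 0.020), and with si-LINC00673-2 passed with fry (-0.14).

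Fry asks whether the genes of a list change in a common direction, without comparing them with other genes. With fry, the miR-515-5p site genes (0.048 and 0.023) passed the 0.05 level. So did the si-LINC00673-2 own (0.034) and other guide genes (0.037) and its long match genes (-0.031). The values in parentheses are differences from the other genes, which fry does not test. With si-LINC00673-2, the median log2 fold changes of these lists were -0.086, -0.078, -0.072 and -0.13. That of all tested genes was -0.095, so fry does not separate these lists from the general fall. Against genes matched on 3'UTR length, the miR-515-5p site genes were at -0.0072 and -3.4e-05 and the si-LINC00673-1 own guide genes at -0.029, all reversed, and the other guide genes at 0.035 no longer passed; on transcript length, the long match genes of the other siRNA were at -0.022 with si-LINC00673-1. These shifts thus depend on the background; what in it moves them was not separated from GC content.

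Of 1208 values of the other named genes under alternatives, 1162 kept their direction and side of the criteria, 8 became weaker, 15 stronger and 23 reversed. Relative to GAPDH, the following reversed with si-LINC00673-2: CCND1 (-0.19), NCR3LG1 (-0.32), TEAD1 (-0.24), MARK1 (-0.32) and MARK2 (-0.31). With si-LINC00673-1 they were MARK3 (-0.018), TAZ (-0.045) and SOX9 (-0.031). The division lowers each gene by close to the rise of GAPDH itself (0.12 and 0.43), so these reversals follow from GAPDH and do not test the single gene. After the correction for GC content, TEAD4 was at 0.011 and 0.078, and with si-LINC00673-2 TAZ was at 0.26 and BCL2L2-PABPN1 at 0.044. After that for transcript length, YY1 with si-LINC00673-1 was at 0.010, and with si-LINC00673-2 TAZ was at 0.11 and BCL2L2-PABPN1 at 0.0093. TAZ was at 0.085 after scaling. With a library left out, YY1 with si-LINC00673-1 ranged from -0.037 to 0.023 (0.0078 and 0.023 where reversed), TAZ with si-LINC00673-1 from -0.0027 to 0.15 and TAZ with si-LINC00673-2 from -0.085 to 0.036 (0.033, 0.011, 0.032 and 0.036 where reversed). The cause was not tested. With depths of 23.4 to 27.6 M fragments, depth limits genes near 0 FPKM such as BCL2.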

Differences from the paper's values

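The paper's values below are from its qRT-PCR, relative to control cells, and are read by eye from its figures; the values here are folds on the FPKM + 1 scale. MARK4 was at 0.743 of the si-NC level with si-LINC00673-1 and 0.704 with si-LINC00673-2, against the paper's about 0.38 in Fig. 4b, read by eye, for each siRNA in MDA-MB-453 cells. None of the alternatives set before the data were examined closed either gap. Relative to GAPDH, an alternative chosen after seeing the values, MARK4 was at 0.523 with si-LINC00673-2, within 1.5 times of the paper's value, and at 0.683 with si-LINC00673-1, which was not.

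YAP1 was at 0.942 with si-LINC00673-1 and 0.824 with si-LINC00673-2, against the paper's about 0.46 in Fig. 5i, read by eye. None of the alternatives set before the data were examined closed either gap. Relative to GAPDH, chosen after seeing the values, YAP1 was at 0.612 with si-LINC00673-2, within 1.5 times, and at 0.866 with si-LINC00673-1, which was not.

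WWTR1, the gene of the Hippo pathway protein TAZ, was at 1.87 with si-LINC00673-1 and 1.77 with si-LINC00673-2, against the paper's about 0.33 for TAZ in Fig. 5i, read by eye. The TAZ primers of Table S1 match tafazzin and not WWTR1, so the paper's value may be that of another mRNA; tafazzin was at 1.05 and 0.996, and relative to GAPDH its log2 fold change was -0.045 with si-LINC00673-1 and -0.43 with si-LINC00673-2, the latter a smaller fall in the direction of the paper's value. For WWTR1, none of the alternatives closed the gap, whether set before the data were examined or chosen after seeing the values (1.72 and 1.32 relative to GAPDH).

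The paper states that bax rose and cyclin D1 fell at the protein level after the knockdown (Fig. 2h). At the mRNA level, BAX had a log2 fold change of -0.42 with si-LINC00673-1 and -0.28 with si-LINC00673-2, and CCND1 of 0.41 and 0.24. Under the alternatives, BAX ranged from -0.55 to -0.28 with si-LINC00673-1 and from -0.71 to -0.072 with si-LINC00673-2. Relative to GAPDH, chosen after seeing the values, CCND1 was at 0.877 of the si-NC level with si-LINC00673-2, the direction the paper states, and at 1.22 with si-LINC00673-1, while BAX was at 0.685 and 0.613, farther from the rise the paper states. The paper's figure shows bcl-2 protein lower; BCL2 had 0.137 ± 0.031 FPKM (SD, n = 3) with si-NC, 0.083 ± 0.049 with si-LINC00673-1 and 0.093 ± 0.032 with si-LINC00673-2, below the filter.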

Other observations

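The tests of scaling, transcript length and GC content on single genes and gene lists, and the test of shared reads for PABPN1, were chosen after the result was seen. The corrections of the gene counts, the splits of the libraries, and the tests of the miR-515-5p, guide, long match and interferon lists were written before. Splits of 3 against 3 libraries are the 4 that part all same-labelled libraries, where a share under 0.05 could not be reached. Those other than the real one keep part of the real difference, so their size does not measure chance alone.

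For each siRNA, 1 of the 4 splits, the real one, gave as many differentially expressed genes, and the others gave 26 to 52 genes. In these others the exchanged libraries widen the spread within groups, which lowers such counts, so they do not test chance. For both siRNAs pooled, in a fit of 2 groups, 1 of 27 splits gave as many as the real 3731 genes. The next largest, 1835 genes, set the si-LINC00673-2 libraries against the other 6. Of 100 drawn splits into 3 groups, 4 gave at least as many genes in the same direction as the real 2737, the largest 3209. These 4 keep the si-NC libraries together and the other 3 of them mix the siRNAs, while splits that part the si-NC libraries gave at most 1003 genes. Of the genes past the criteria, 90.95% with si-LINC00673-1 and 81.92% with si-LINC00673-2 stayed past them after the correction for transcript length, and 69.28% and 73.17% of those with a GC value after that for GC content, so neither accounts for the whole count. The trend with GC content was present with both siRNAs: from the fifth of genes with the lowest GC content to the highest, the median log2 fold change went from 0.08 to -0.30 with si-LINC00673-1 and from -0.05 to -0.35 with si-LINC00673-2.

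If the knockdown turned on the Hippo pathway, YAP/TAZ target genes would be lower. Of 22 such genes listed, 16 passed the expression filter and 7 had a mean of at least 5 FPKM. The 16 tested genes were instead higher than the other genes by 0.28 with si-LINC00673-1 (camera adjusted P = 0.070 over 12 gene set tests, 10 of 16 genes higher). With si-LINC00673-2 the difference was 0.29 (camera adjusted P = 0.049, 10 of 16 higher), so only the second value passed the correction. For each siRNA, 1 of the 4 splits gave as large a difference. With both siRNAs pooled it was 0.29, and 0.27 after the correction for transcript length, where camera no longer passed the 0.05 level, and 0.25 after that for GC content, where it did. Neither could have halved the difference. WWTR1 rose with both siRNAs, from 5.44 ± 0.180 FPKM (SD, n = 3) to 11.0 ± 0.174 and 10.4 ± 0.381, and the pooled log2 fold change of 0.86 was 0.91 after the correction for transcript length, 0.85 after that for GC content and 0.91 after scaling, none of which could have halved it. YAP1 changed by -0.09 (limma adjusted P = 0.10) and -0.28 (adjusted P = 2.3e-04). Of the TEAD genes, TEAD1 rose by 0.30 and 0.19 but was at -0.24 relative to GAPDH with si-LINC00673-2. TEAD2 changed by -0.43 and -0.31, TEAD3 by -0.69 and -0.68, and TEAD4 by -0.20 and -0.19. The correction for GC content reversed the change of TEAD4 and left TEAD2 at -0.30 with si-LINC00673-1. With si-LINC00673-2, TEAD2 ranged from -0.73 to -0.11 under the alternatives. For the 16 tested target genes as a set, these values show no fall of mRNA at 48 h. They do not cover the listed genes below the filter, and they do not measure protein or phosphorylation.

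The TAZ primers of Table S1 match TAZ (tafazzin), a gene of chromosome X, and not WWTR1. Tafazzin mRNA had 5.45 ± 0.595 FPKM (SD, n = 3) with si-NC, 5.80 ± 0.624 with si-LINC00673-1 and 5.41 ± 0.44 with si-LINC00673-2, log2 fold changes of 0.08 and -0.01 (limma adjusted P = 0.47 and 0.96), not larger than the spread between libraries. This reading depends on the processing. With si-LINC00673-2, tafazzin was at 0.26 after the correction for GC content and at -0.43 relative to GAPDH. With si-LINC00673-1, it ranged from -0.045 to 0.29 under the alternatives.

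CCND1 rose and BAX fell with both siRNAs. The pooled log2 fold change of CCND1, 0.32, was 0.38 after the correction for transcript length, 0.33 after that for GC content and 0.37 after scaling. None of these could have halved it. That of BAX, -0.35, was -0.28, -0.18 and -0.30, where only the correction for GC content could have halved it, and it nearly did. With si-LINC00673-1 alone, this correction left BAX at -0.28, below the fold change limit. With si-LINC00673-2 alone, BAX was -0.28 in the main fit and came as near to no change as -0.072 under the alternatives. A list of 54 genes of G2 and M phase was 0.0015 higher with si-LINC00673-1 (camera adjusted P = 0.41), where 4 of the 4 splits gave as large a difference, and differed by -0.14 with si-LINC00673-2 (camera adjusted P = 0.016, 44 of 54 genes lower), where 1 of the 4 did. The latter was -0.14 after the correction for transcript length, which could not have halved it, and -0.15 after that for GC content, which could have. The difference between the siRNAs was -0.17 (camera adjusted P = 8.2e-07 over 6 tests).

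If LINC00673 held back miR-515-5p, genes with a site for it would fall after the knockdown. The 2133 tested genes whose longest 3'UTR holds TTGGAGA were 0.048 higher than the others with si-LINC00673-1 (camera adjusted P = 0.36 over 8 tests) and 0.023 higher with si-LINC00673-2 (camera adjusted P = 0.68). Genes without a site but with 3'UTRs of similar length were higher by 0.055 and 0.023, so 3'UTR length fits these shifts. Against random lists matched on length and expression, a share of 0.066 with si-LINC00673-1 and 0.345 with si-LINC00673-2 had a median as low. A fall of these genes as a group was thus not detected with either siRNA. Of the splits, 1 of 4 and 2 of 4 gave as large a shift. The 4 annotated 3'UTRs of MARK4 in GENCODE v29 hold no TTGGAGA. The shorter TGGAGA occurs on chromosome 19 of GRCh38 at 45303094 to 45303099 in all 4 and at 45303987 to 45303992 in 1, each followed by an A, so that 7 contiguous bases of the full site TTGGAGAA are present. Genes with this form alone were not counted among the 2133. Of known tested genes, 99.5% have an annotated 3'UTR.

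Genes with a 3'UTR match to the guide strand of their own siRNA were tested for off-target silencing. With si-LINC00673-1, the 1520 matched genes were lower than random lists matched on length and expression by a median difference of -0.03, and a share of 0.0001 of the lists, the smallest they can give, had a median as low. The 2418 genes matched to the other guide, as a control, were 0.03 higher than their matched lists, and a share of 0.0001 of the lists had a median as high. With si-LINC00673-2, the same 1520 genes were 0.01 higher than their matched lists (share 0.915), so they were lower only with their own siRNA. Against genes matched on 3'UTR length alone, the fall was -0.029 and did not pass the 0.05 level in camera. A small off-target effect of si-LINC00673-1 may be present, but the rise of the control list shows that the matching leaves shifts of this size unexplained. Without the matching, the list was 0.02 higher than the other genes (camera adjusted P = 0.68), and 2 of the 4 splits gave as large a shift, and 1 of 4 for the control list. Those tests do not bear on the fall against matched lists, for which splits were not run. With si-LINC00673-2, the share was 0.935, 3 of the 4 splits gave as large a shift for its own guide and 1 of 4 for the other, and no such effect was detected. The 173 tested genes with at least 14 contiguous bases of the si-LINC00673-2 target in a protein-coding transcript had a share of 0.0797, with 2 of the 4 splits as large. LSM3, which shares 20 bases with that target and was chosen after its values were seen, rose by 0.33 and 0.46. Relative to GAPDH, which itself rose, LSM3 was at 0.030 with si-LINC00673-2, so the rise with this siRNA depends on the scaling. The si-NC libraries were transfected as well, so only a difference between the siRNAs and si-NC in interferon genes was tested. Camera, which compares the list with the other genes, detected none. With fry, which asks whether the genes of the list change in a common direction, P was 0.075 with si-LINC00673-1 and 8.3e-06 with si-LINC00673-2. A fall of the list was thus detected by fry with si-LINC00673-2. The list had a median log2 fold change of -0.24 with this siRNA, where that of the other genes was -0.095. The 24 tested genes of the list differed by -0.08 with si-LINC00673-1 (16 genes lower) and -0.14 with si-LINC00673-2 (17 lower), with camera P = 0.534 and P = 0.389, and in the permutation of the libraries 1 of the 4 splits gave as large a difference for each.

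PABPN1 is listed at 0 in the siRNA libraries, and it overlaps BCL2L2-PABPN1. The summed FPKM of the genes was 66.8 ± 2.22 (SD, n = 3) with si-NC, 47.0 ± 0.394 with si-LINC00673-1 and 53.4 ± 1.06 with si-LINC00673-2, a log2 fold change of -0.50 and -0.32. BCL2L2-PABPN1 did not gain: its log2 fold changes were -0.29 and -0.11. A reassignment of fragments from PABPN1 to it is thus not shown, and the sum, which BCL2L2-PABPN1 dominates, cannot decide it.

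The RefSeq list has 7 genes between SOX9 and SLC39A11, LINC00673 and LINC00511 among them, and the deposited table has 7 predicted genes in that interval. One of these, BGI_novel_G001758, singled out after its values were seen, had 7.49 ± 0.414 FPKM (SD, n = 3) with si-NC, 4.02 ± 0.243 with si-LINC00673-1 and 3.23 ± 0.055 with si-LINC00673-2, log2 fold changes of -0.76 and -1.01 (limma adjusted P = 1.6e-06 and 1.5e-07). Which annotated gene it belongs to was not tested.

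YY1 changed by -0.01 (limma adjusted P = 0.86) and -0.22 (adjusted P = 0.0091), and NCR3LG1, the gene of B7-H6, by 0.35 (adjusted P = 2.8e-04) and 0.11 (adjusted P = 0.085). Of the genes past the criteria here, 98.25% with si-LINC00673-1 and 97.83% with si-LINC00673-2 are past the same limits in the same direction in the authors' deposited table, which has 6631 and 7827 such genes over its full list.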
